# Transcriptomic Analysis of Colorectal Cancer Cells Treated with Oil Production Waste Products (OPWPs) Reveals Enrichment of Pathways of Mitochondrial Functionality

**DOI:** 10.3390/cells11243992

**Published:** 2022-12-10

**Authors:** Manuela Leo, Livio Muccillo, Erica Pranzini, Giovannina Barisciano, Matteo Parri, Giulia Lopatriello, Marco Carlomagno, Alice Santi, Maria Letizia Taddei, Lina Sabatino

**Keywords:** oil production waste products (OPWPs), hydroxytyrosol, polyphenols, mitochondrial biogenesis, mitochondrial dynamics, PPARγ, PGC-1α, colorectal cancer

## Abstract

Oil production waste products (OPWPs) derive from olive mill and represent a crucial environmental problem due to their high polyphenolic content able to pollute the ground. One option to reduce the OPWPs’ environmental impact is to exploit polyphenols’ biological properties. We sought to analyze the transcriptomic variations of colorectal cancer cells exposed to the OPWPs extracts and hydroxytyrosol, the major component, to recognize unknown and ill-defined characteristics. Among the top affected pathways identified by GSEA, we focused on oxidative phosphorylation in an in vitro system. Colorectal cancer HCT116 and LoVo cells treated with hydroxytyrosol or OPWPs extracts showed enhancement of the respiratory chain complexes’ protein levels, ATP production and membrane potential, suggesting stimulation of mitochondrial functions. The major proteins involved in mitochondrial biogenesis and fusion events of mitochondrial dynamics were positively affected, as by Western blot, fostering increase of the mitochondrial mass organized in a network of elongated organelles. Mechanistically, we proved that PPARγ mediates the effects as they are mimicked by a specific ligand and impaired by a specific inhibitor. OPWP extracts and hydroxytyrosol, thus, promote mitochondrial functionality via a feed-forward regulatory loop involving the PPARγ/PGC-1α axis. These results support their use in functional foods and as adjuvants in cancer therapy.

## 1. Introduction

Oil production waste products (OPWPs) is the term used to indicate oil-free olive pulp (solid) and olive mill wastewaters (liquid) derived from the olive washing process and olive oil purification procedures. These products are unfortunately associated with severe environmental concerns [1,2], because of the high content of polyphenols that infiltrate and pollute the ground due to their low biodegradability [3]. The control of this environmental problem is an emerging issue along with the development of sustainable processes aimed at exploiting such wastes [4,5,6]. The most abundant phenolic compound in OPWPs is hydroxytyrosol (HTyr), which is also present in olive oil and olive leaf extracts [7]. It derives from the precursor oleuropein that, through the olive milling process, is modified by endogenous β-glycosidases to the final polar compound. Despite the detrimental effects on the environment, the entire class of polyphenols display antioxidant, anti-inflammatory, antiproliferative, and hypoglycemic properties following purification or enrichment procedures [7,8,9,10,11].

Exposure to polyphenol extracts induces, in most cases, changes in cellular metabolism [12,13]. The term metabolic regulation designates the processes by which mammals regulate catabolic/degradative pathways that involve the oxidization of available substrates to produce energy necessary to support anabolic/biosynthetic activities and functions [14,15]. Mitochondria are the main site for energy production, as ATP is strictly associated with mitochondrial homeostasis. Hormonal and metabolic signals tightly regulate the response to energy-consuming conditions by modifying the mitochondrial metabolism either by finely tuning the amount/activity of mitochondrial enzymes and regulatory proteins and/or modifying the number and the shape of mitochondria through events defined as biogenesis and dynamics [16].

Mitochondria biogenesis is the means whereby mitochondria self-replicate [17]. In contrast, mitochondria dynamics involves modifications in shape and interactions, proceeding from single punctuated to elongated organelles organized in a network [18,19]. The master regulator of mitochondrial structure and function is Peroxisome Proliferator Activated Receptor Gamma Coactivator 1α (PGC-1α) [20,21]. It cooperates with many other factors to regulate genes involved in mitochondrial metabolism, specifically with Peroxisome Proliferator Activated Receptor γ (PPARγ), a ligand-dependent transcription factor with major roles in lipid and energetic metabolism [22,23].

In this study, we sought to examine the transcriptional changes occurring in colorectal cancer (CRC) cells following the treatment with OPWPs extracts or the major constituent HTyr. We focused on Oxidative Phosphorylation (OXPHOS) since it was among the top four most differentially regulated pathways. We show that OPWPs extracts and HTyr greatly affect mitochondrial respiration and mass by promoting biogenesis and dynamics. Mechanistically, these effects are mediated by the PPARγ and PGC-1α axis through a feed-forward regulatory loop. Thus, OPWPs extracts and HTyr promote mitochondrial functionality that adds to their antiproliferative and proapoptotic activities [7,8,9,10,11]. All these characteristics support their use as adjuvant anticancer drugs, nutraceuticals, additives in cosmetics and foodstuffs.

## 2. Materials and Methods

### 2.1. OPWPs Extracts 

Hydroxytyrosol (HTyr) was synthesized according to the already described procedure [24]. The three HTyr-enriched OPWPs extracts were produced at different sites across Italy, namely Apulia, Tuscany and Sicily, henceforth named AE (Apulia Extract), TE (Tuscany Extract) and SE (Sicily Extract), respectively. They were characterized as previously reported [25].

### 2.2. Cell Culture and Treatments

The human CRC-derived cell lines, HCT116 and LoVo, were acquired from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured at 37 °C under 5% CO_2_ in RPMI 1640 (Life Technologies, Carlsbad, CA, USA) supplemented with 10% *v*/*v* fetal bovine serum (Life Technologies, Carlsbad, CA, USA), 2 mM L-glutamine, 100 U mL^−1^ penicillin/streptomycin. Oil production waste products (OPWPs) freeze-dried extracts were resuspended in sterile water at the concentration of 100 mg mL^−1^ (corresponding to their solubility). In all experiments, HCT116 cells were treated with 0.0154 mg mL^−1^ HTyr or 0.0154 mg mL^−1^ OPWPs extracts for 72 h; LoVo cells were treated with 0.0231 mg mL^−1^ HTyr or 0.0231 mg mL^−1^ OPWPs extracts for 72 h. These values were obtained after assessment of the IC_50_ for HTyr in each cell line [25]. In some experiments, HCT116 and LoVo cells were treated with rosiglitazone (1 µM), a PPARγ-selected agonist or with GW9662 (10 µM), a PPARγ irreversible antagonist, for 72 h (both from Cayman, Ann Arbor, MI, USA) dissolved in dimethyl sulfoxide (DMSO, Merck-Sigma, St. Louis, MO, USA); DMSO alone was used as a vehicle control.

### 2.3. RNA Extraction and Sequencing 

Total RNA was extracted from cells in culture with Trizol (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s instructions. RNA quality and integrity controls were assessed using the RNA 6000 Nano Kit on a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All samples showed an RNA integrity number (RIN) >8. RNA samples were quantified using the Qubit RNA BR Assay Kit (Thermo Fisher Scientific, Whaltam, MA, USA). RNA-seq libraries were generated using the TruSeq stranded mRNA kit (Illumina, Agilent Technologies, Santa Clara, CA, USA) from 1000 ng of RNA samples, after poly(A) capture and according to manufacturer’s instructions. Quality and size of RNAseq libraries were assessed by capillary electrophoretic analysis with the Agilent 4150 Tape station (Agilent Technologies, Santa Clara, CA, USA). Libraries were quantified by real-time PCR against a standard curve with the KAPA Library Quantification Kit (KapaBiosystems, Wilmington, MA, USA). Libraries were pooled at equimolar concentration and sequenced with Illumina technology analyzing on average 17 million fragments in 150PE mode for each sample.

### 2.4. Bioinformatic Analysis 

FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 5 September 2021) was used to assess the quality of reads. Raw reads with more than 10% of undetermined bases or more than 50 bases with a quality score <7 were discarded. Subsequently, reads were clipped from adapter sequences using Scythe software (https://github.com/vsbuffalo/scythe, accessed on 5 September 2021), and low-quality ends (Q score <20 on a 15-nt window) were trimmed with Sickle (https://github.com/vsbuffalo/sickle, accessed on 5 September 2021). Filtered reads were aligned to the Human reference genome GRCh38 using STAR aligner. Gene expression quantification was performed using RSEM and Ensembl v104 annotation. Genes level abundance, estimated counts and gene length obtained with RSEM were summarized into a matrix using the R package tximport and, subsequently, the differential expression analysis was performed with DESeq2. To generate more accurate log2 fold-change estimates for low expressed genes, the shrinkage of the Log_2_ Fold-Change (LFC) was performed applying the apeglm method [26].

Gene Ontology (GO) enrichment analysis of Differential Expressed Genes (DEGs), with *p* adj < 0.05 and LFC > 0.585 or LFC < −0.585, in at least one of the comparisons between treatment and control, were performed using GSEA (https://www.gsea-msigdb.org/gsea/index.jsp, accessed on 12 November 2021). All the enriched Biological Processes and GO categories exceeding the FDR (False Discovery Rate) *p*-value threshold (5%) were selected and plotted. The function simplify was applied to remove redundancy of enriched GO terms.

### 2.5. Western Blot Analysis

Protein extracts were analyzed as previously reported [27]. Briefly, the cells were lysed by an ice-cold lysis buffer containing 25 mM Tris-HCl, pH 7.5, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, a cocktail of protease and phosphatase inhibitors (Roche, Basel, Switzerland). Thirty µg of total protein extracts were heated at 95 °C for 5 min and loaded on reducing polyacrylamide gels, transferred onto a PVDF membrane, subsequently blocked with 5% non-fat dry milk. Antibodies to PPARγ (sc-7273) and PGC-1α (sc-517380) were from Santa Cruz Biotechnology (Dallas, TX, USA); TOM 20 (#42406), MFN1 (#14739), MFN2 (#11925), MFF (#84580) from Cell Signaling Technology (Beverly, MA, USA); β-Actin (F-3022) and α-Tubulin (T-5168) from Merck-Sigma, (St. Louis, MI, USA), FOXJ3 (A303-107A-T), TFAM (#A303-226A-T) and FOXJ3 (#A303-107A-T) from BETHYL Laboratories (Montgomery, TX, USA); OXPHOS WB antibody cocktail (#ab110411) from ABCAM (Cambridge, UK). Anti-mouse or anti-rabbit antibodies, conjugated with horseradish peroxidase, were used as secondary antibodies. Clarity western ECL Substrate (#1705061, BIO-RAD, Hercules, CA, USA) was used to detect bands, using ChemiDoc XRS (BIO-RAD, Hercules, CA, USA). Bands’ intensity was analyzed by ImageLab software (BIO-RAD, Hercules, CA, USA). Some blots were cut and probed with different antibodies for different proteins including β-Actin and α-Tubulin. In some figures, the β-Actin and α-Tubulin bands are the same as they belong to the same PDVF membrane. In some cases, to examine proteins of similar molecular weight, the PVDF membranes were subjected to a mild stripping protocol as recommended by ABCAM (Cambridge, UK).

### 2.6. ATP Assay

ATP was extracted following and readapting the protocol described by Shryock et al. [28]. Briefly, 3 × 10^5^ treated and untreated cells were resuspended in cold 2.5% trichloroacetic acid (TCA) and kept on ice for 60 min. Then, the samples were centrifuged at 2000 rpm for 5 min (4 °C), the supernatants collected in new cold tubes and 50 mM Tris-acetate buffer pH 7.75 added to a final TCA concentration of 0.1%. ATP was measured using the ENLITEN ATP assay system bioluminescence detection kit, according to the manufacturer’s instructions (FF2000, Promega, Madison, WI, USA) and bioluminescence read by Tecan Infinite-Pro 200 plate-reader. Samples from each independent experiment were analyzed in duplicate. The amount of ATP (pmol) was referred to a standard curve.

### 2.7. Flow Cytometry Analysis

For mitochondrial membrane potential quantification, cells were incubated with 200 nM TMRE (#T669, Invitrogen by Thermo Fisher Scientific, Whaltam, MA, USA) in serum-free medium for 20 min at 37 °C, trypsinized and resuspended in complete medium. Cells were then washed in PBS and fluorescence was measured as Median Fluorescence Intensity (MFI) at wavelength excitation/emission 549 nm/575 nm using BD FACSCanto™ II Flow Cytometry System (BD Bioscience, Franklin Lakes, NJ, USA).

### 2.8. Immunofluorescence and Microscopy

To obtain mitochondrial staining, cells were seeded in sterile Lab-Tek Chambered Coverglass #1 (#155383 Thermo Fisher Scientific, Whaltam, MA, USA) and treated with 30 nM MitoTracker Green (Invitrogen by Thermo Fisher Scientific, Whaltam, MA, USA) in serum-free medium for 15 min at 37 °C or with 200 nM TMRE (#T669, Invitrogen by Thermo Fisher Scientific, Whaltam, MA, USA) in serum-free medium for 20 min at 37 °C. Nuclei were labelled by incubating cells with 1 µg/mL Hoechst (Merck-Sigma #H6024, St. Louis, MI, USA) in serum-free media for 5 min. Fluorescence was analyzed using TCS SP8 confocal microscope (Leica, Wetzlar, Germany). Three-dimensional reconstruction was assessed using Leica LasX 3D software (Magnification 63X, Scale bar 5 μm).

### 2.9. Statistical Analysis 

All data are shown as mean ± SD of at least three independent experiments. Statistical significance was calculated using ANOVA with Dunnett’s post-test and significance shown as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. **** *p* < 0.0001 or *t-*test and shown as # *p* < 0.05. Statistical analysis was made using GraphPad Prism software, version 8.1.1 (GraphPad, San Diego, CA, USA). 

## 3. Results

### 3.1. Transcriptomic Analysis in CRC HCT116 Cells Treated with HTyr or OPWPs Extracts

In order to evaluate the modifications of the complete set of RNA transcripts, we treated CRC HCT116 cells for 72 h with HTyr or OPWPs (0.0154 mg mL^−1^) from Apulia (AE), Tuscany (TE) and Sicily (SE), whose composition has previously been reported [25]. 

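HCT116 is a human colorectal carcinoma cell line. The cells were left untreated or were exposed to pure HTyr or to AE, TE or SE, each at 0.0154 mg/mL, for 72 h. Each of the 5 groups has 3 libraries, 15 in all, made from poly(A) RNA with a stranded kit. The authors aligned the reads to GRCh38 with STAR, quantified genes with RSEM and deposited 1 TPM value, an abundance corrected for transcript length, for each of 60664 genes in each library. The TPM of every library add up to the same total by construction (999999.5 to 1000000.95 here), so they keep no depth and the depth of each library is not known. Genes with at least 1 TPM numbered 13653 to 14034 per library, with medians of 13879 in untreated cells, 13858 with AE, 13833 with TE, 13924 with SE and 13795 with HTyr. The most abundant transcript in all 15 libraries was MT-ATP8, a mitochondrially encoded subunit of ATP synthase whose gene overlaps MT-ATP6, with 3.50% to 6.05% of all TPM. The 20 most abundant genes held 21.9% to 27.0%. Cytosolic ribosomal protein genes held 27.6 ± 1.24% (SD, n = 3) of all TPM in untreated cells and 23.3 ± 1.70% (SD, n = 12) in treated cells (exact permutation test, two-sided p = 0.0022, the smallest that 3 against 12 libraries allow). The mitochondrially encoded share was 16.9 ± 1.57% (SD, n = 3) in untreated and 18.6 ± 1.48% (SD, n = 12) in treated cells (exact permutation test, two-sided p = 0.0989). Spearman correlations across genes between libraries of a group were 0.918 to 0.922, and between libraries of different groups 0.906 to 0.922.

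From these values, 14899 genes with at least 1 TPM in at least 3 of the 15 libraries were tested with limma on log2(TPM + 0.5), with all 5 groups in one fit. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.585, the thresholds of the paper. Fold changes are on the log2(TPM + 0.5) scale, which understates the change of genes with low TPM. The mean of the 4 treatments is the average of the AE, TE, SE and HTyr means, set against untreated cells. Between treatments, the median of all genes shifted by 0.12 (AE against HTyr) and 0.13 (SE against HTyr) when each library was scaled by its median ratio, and differences between these treatments are to be read relative to that shift. Coordinates are those of GENCODE 44 on GRCh38. The short codes in the sample titles name the other region for the TE and SE libraries than their descriptions do, and the descriptions, with Supplementary Table S1, were followed. If the title codes were right, the values of TE and SE would swap throughout, while the mean of the 4 treatments and the genes changed by all 4 would stay as they are. The sample titles call the 3 libraries of a group biological replicates, and the paper speaks in general of at least 3 independent experiments. How the cultures behind the replicates were made is not given in the sources used here, and the p-values measure the spread between these samples.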

Total RNA was extracted, purified and subjected to high throughput RNA-sequencing, as specified in the M & M section. 

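NQO1, a quinone reductase of the antioxidant response (ENSG00000181019, chromosome 16, 69706996 to 69726668), stood at 324 ± 7.02 TPM (SD, n = 3 libraries) in untreated cells and rose with every treatment, to 1367 ± 43.9 with AE, 841 ± 33.8 with TE, 1406 ± 17.1 with SE and 741 ± 35.8 with HTyr (n = 3 each). Its log2 fold changes were 2.08, 1.38, 2.12 and 1.19 in that order, each with a standard error of 0.047, and its adjusted p from limma lay between 4.24e-12 and 2.65e-09. HSPA5, the main chaperone of the endoplasmic reticulum (ENSG00000044574, chromosome 9, 125234853 to 125241382), fell from 1746 ± 175 TPM to 667 ± 24.5 with AE, 802 ± 42.4 with TE, 405 ± 9.00 with SE and 543 ± 13.6 with HTyr. Its log2 fold changes were -1.38, -1.12, -2.10 and -1.68, with a standard error of 0.065 and an adjusted p between 4.17e-11 and 8.95e-08.
Of the 14899 genes tested, 2466 changed with AE, of which 1601 rose and 865 fell. With TE, 1112 rose and 784 fell, 1896 in all. SE changed 4168 genes, 2532 of them upward and 1636 downward. HTyr changed 2421, with 1162 upward and 1259 downward. With each library scaled by its median ratio, the rises and falls came to 1200 and 1160 for AE and to 2000 and 2053 for SE. With quantile normalization they came to 1251 and 1105 for AE and to 2038 and 1942 for SE. With HTyr the rises outnumbered the falls, 1282 to 1139, under median-ratio scaling, and also under quantile normalization (1269 to 1136), without the mitochondrially encoded genes (1264 to 1212), and without untreated replicate 3 (1201 to 1191) or HTyr replicate 2 (1102 to 1064).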

From total 60,664 quantified transcripts, the OPWPs from AE, TE, SE and HTyr treatments were able to modify the expression of 2062, 1636, 3781 and 2146 genes, respectively (adjusted *p* < 0.05 and absolute fold change >1.5) (Figure 1A). Out of these, 1056 genes were found to be commonly and coherently altered following treatments; specifically, the expression of 571 genes was upregulated, while that of 485 genes was downregulated (Figure 1B). 

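Among the genes that changed with all 4 treatments, with no overlap between untreated and treated libraries and a mean of at least 5 TPM in untreated or treated cells, the largest rise was that of CYP1A1, a xenobiotic-metabolizing cytochrome P450 (ENSG00000140465, chromosome 15, 74719542 to 74725536). Its level was 0.600 ± 0.210 TPM (SD, n = 3) in untreated cells and 3.78 ± 0.291 with AE, 1.70 ± 0.330 with TE, 21.0 ± 3.03 with SE and 7.15 ± 1.07 with HTyr, a log2 fold change of 2.52 (standard error 0.13, adjusted p = 6.91e-09) in the mean of the 4 treatments, by limma. ARRDC4, an arrestin-domain gene induced by glucose (ENSG00000140450, chromosome 15, 97960703 to 97973833), rose from 0.937 ± 0.317 TPM to 10.1 ± 2.95 with AE, 9.89 ± 1.37 with TE, 3.13 ± 0.0709 with SE and 5.58 ± 0.715 with HTyr, with a log2 fold change of 2.30 (standard error 0.16, adjusted p = 8.67e-08). PCLAF, a PCNA-binding factor of DNA synthesis, had a log2 fold change of 2.27 (standard error 0.19, adjusted p = 3.35e-07), and CEMIP, a hyaluronan-binding protein, one of 1.99 (standard error 0.11, adjusted p = 1.21e-08). The largest fall among the same genes was that of the keratin gene KRT80 (ENSG00000167767, chromosome 12, 52168996 to 52192014), from 65.6 ± 7.17 TPM to 9.82 ± 0.744 with AE, 9.13 ± 0.358 with TE, 3.76 ± 0.194 with SE and 12.3 ± 0.756 with HTyr, a log2 fold change of -2.94 (standard error 0.070, adjusted p = 9.37e-12). KRT7, another keratin gene, fell by 1.99 on the log2 scale (standard error 0.095, adjusted p = 2.9e-09), and VSIR, an immune checkpoint gene, by 2.01 (standard error 0.13, adjusted p = 4.06e-08). Each gene named here was past every untreated library in all 12 treated libraries.
In all, 1170 genes changed with each of the 4 treatments, and all of them in 1 direction, 694 upward and 476 downward. If the 4 sets of calls were independent, 1.58 genes would rise and 0.422 would fall in all 4. In 100 simulations of unchanged groups, a comparison called at most 2 genes. Across the 14899 genes, which are not independent replicates, the fold changes of a pair of treatments had Pearson correlations of 0.772 to 0.829, against 0.4997 in the simulations, and 80.01% to 85.8% of genes shared their sign, against 66.7%. The covariance of the fold changes was 0.223 to 0.317, against 0.0401 in the simulations, a difference of 0.183 to 0.277. The simulated covariance holds what a shared control group adds. The 3 untreated libraries are too few to be split between the comparisons. Part of the excess of shared calls over independent sets may therefore come from the shared controls.

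**Figure D1:**
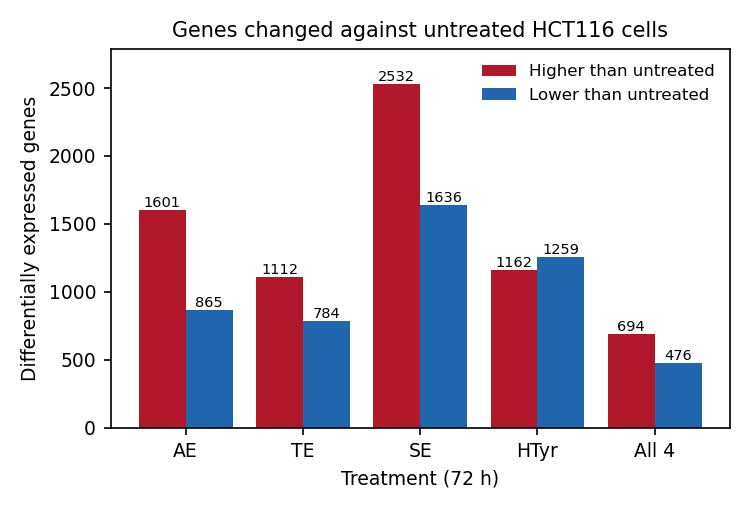
Number of genes that rose (red bars) or fell (blue bars) against untreated cells with AE, TE, SE and HTyr, and with all 4 treatments in 1 direction, at an adjusted p under 0.05 and an absolute log2 fold change over 0.585 (limma, 3 libraries per group). The bars for SE are the tallest, at 2532 and 1636 genes, and those for all 4 treatments stand at 694 and 476.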

The remaining genes were influenced by single treatments (for details see Supplementary Table S1). 

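SLC7A11, the cystine transporter that feeds glutathione synthesis (ENSG00000151012, chromosome 4, 138164097 to 138242349), passed the thresholds with AE and with no other treatment, rising from 33.9 ± 3.18 TPM (SD, n = 3) to 70.5 ± 2.84, a log2 fold change of 1.05 (standard error 0.094, adjusted p = 1.67e-06). Against HTyr, AE was higher by 0.87 (standard error 0.094, adjusted p = 0.00039) on the log2 scale, by limma. FBRSL1 (ENSG00000112787, chromosome 12, 132489551 to 132585188) did so with TE, at 27.9 ± 3.06 TPM against 13.5 ± 1.23 in untreated cells, a log2 fold change of 1.02 (standard error 0.14, adjusted p = 9.02e-05), and TE lay above HTyr by 0.87 (standard error 0.14, adjusted p = 0.00529). With SE alone past the thresholds, HSPH1, a heat shock protein of the HSP110 family (ENSG00000120694, chromosome 13, 31134973 to 31162388), rose from 36.3 ± 3.06 to 102 ± 5.07 TPM, a log2 fold change of 1.48 (standard error 0.16, adjusted p = 2.83e-06), and lay 1.20 above HTyr (standard error 0.16, adjusted p = 9.79e-05). SLPI, a secreted protease inhibitor (ENSG00000124107, chromosome 20, 45252239 to 45254564), fell from 15.9 ± 1.77 to 2.78 ± 0.360 TPM with SE, by 2.32 on the log2 scale (adjusted p = 1.47e-08), and its difference from AE was -2.21 (standard error 0.14, adjusted p = 3.25e-07). LCN2, an iron-binding lipocalin, stood at 55.9 ± 3.30 TPM in untreated cells and 25.3 ± 3.11 with AE, 44.9 ± 3.35 with TE, 3.03 ± 0.327 with SE and 16.8 ± 0.986 with HTyr. The difference between SE and TE was -3.69 (standard error 0.097, adjusted p = 7.39e-11), while TE lay above HTyr by 1.39 (standard error 0.097, adjusted p = 1.26e-05). DKK1, a secreted WNT inhibitor, stood at 214 ± 10.1 TPM in untreated cells and 33.0 ± 6.80 with AE, 54.1 ± 2.78 with TE, 98.8 ± 6.73 with SE and 104.5 ± 4.37 with HTyr, and the difference between SE and AE was 1.59 (standard error 0.11, adjusted p = 5.15e-07).
Of the 5058 genes that changed with at least 1 treatment, 2211 passed the thresholds in a single treatment. These were 1548 with SE, 363 with HTyr, 182 with AE and 118 with TE. Passing in 1 treatment does not show that the treatments differ, and set directly against HTyr, SE differed in 1096 genes (741 higher and 355 lower). SE differed from AE in 703 genes (289 higher and 414 lower) and from TE in 1246 (700 higher and 546 lower). With median-ratio scaling the higher and lower genes numbered 323 and 561 for SE against HTyr and 510 and 667 for SE against TE, and with quantile normalization 349 and 511, and 515 and 626. With the trend with GC content and transcript length removed, an alternative chosen after seeing the data, SE differed from HTyr in 722 genes, 264 higher and 458 lower.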

To assess the functional impact of the observed variations in gene expression, we performed a pathway analysis using Gene Set Enrichment Analysis (GSEA) that determines whether a defined set of genes exhibits statistically significant differences between two biological conditions, in our case treated vs. untreated cells. HALLMARK (h.all.v2022.1) was used as the reference geneset. As shown in Figure 1C, we used two indexes, the enrichment score (ES) and the normalized enrichment score (NES), to evaluate and compare the analysis’ results between the genesets. The former reflects the degree to which a geneset is overrepresented at the top or bottom of a classified gene list; the latter takes into account the differences in the size of the geneset and the correlations between the geneset and the expression dataset. The analysis highlighted several significantly affected pathways (24, FDR *p* < 0.05); the enriched categories are illustrated in the distribution-plot, in which the size of the dots is proportional to the number of overlapping genes (Figure 1C and Supplementary Figure S1). 

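In the mean of the 4 treatments, the median log2 fold change was 1.08 over the 70 measured members of a list of E2F targets and DNA replication genes, and -0.53 over the 63 of a list of genes of the TNF and NF-kB response. The lists were written from textbook knowledge before the data were examined, and some commonly raised genes, STMN1 among them, had by then been seen in Supplementary Table S1. They stand in for the Hallmark sets, which were not used here.
Of the 41 lists tested with limma's camera in the mean of the 4 treatments, 16 were higher and 12 lower at an adjusted p under 0.05, with a preset correlation between genes of 0.01, and 13 did not pass. With an estimated correlation, 3 were still higher (replication, G2/M and antioxidant NFE2L2 targets) and 5 lower (TNF, IL2-STAT5, EMT and cytoskeleton genes among them). In this mean, every list had as many calls adjusted over the list alone as over all genes tested. With AE, 14 lists were higher and 10 lower, of which 3 and 5 were called with an estimated correlation. TE had 15 higher and 12 lower (1 and 3 with an estimated correlation), SE 17 and 11 (3 and 8), and HTyr 15 and 12 (2 and 2).

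**Figure D2:**
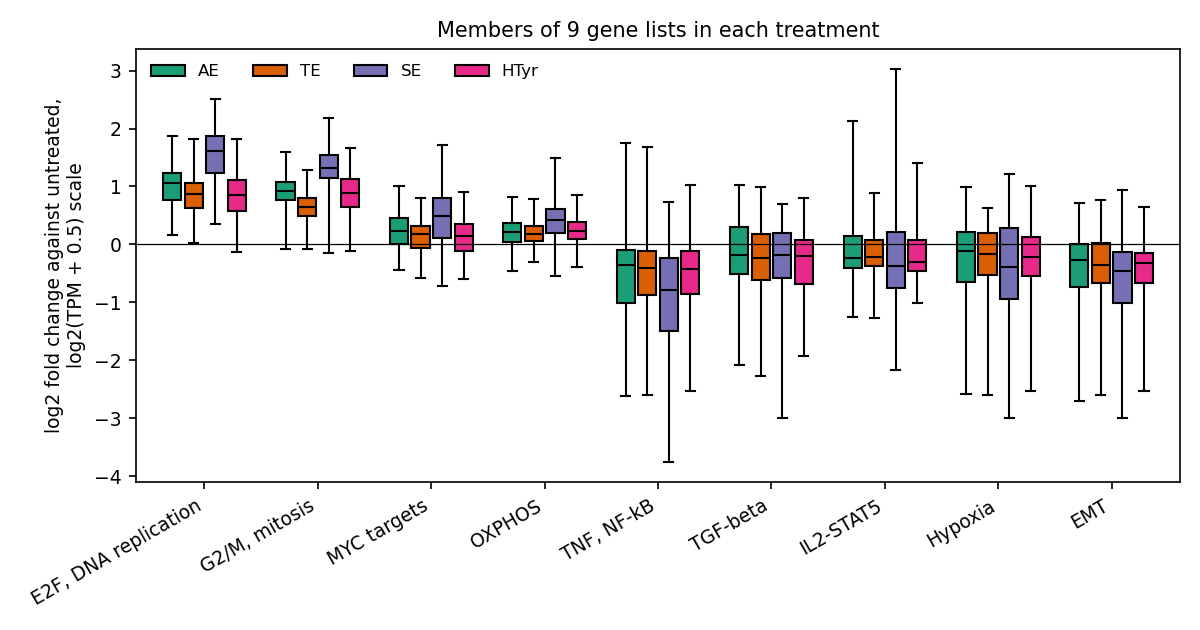
Log2 fold changes against untreated cells, on the log2(TPM + 0.5) scale, of the members of 9 gene lists with AE, TE, SE and HTyr. Boxes span the middle of the members with the median as a line and whiskers reach the lowest and highest member, with the medians of the replication list at 1.07, 0.87, 1.61 and 0.86 and those of the TNF list at -0.35, -0.41, -0.79 and -0.43.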

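Most of the listed genes of DNA replication and of mitosis rose with each of the 4 treatments. With TE the call of the mitosis list is lost with an estimated correlation (camera adjusted p = 0.0605). RRM2, a subunit of ribonucleotide reductase that makes the precursors of DNA (ENSG00000171848, chromosome 2, 10120698 to 10211725), rose from 37.8 ± 3.21 TPM (SD, n = 3) in untreated cells to 125 ± 7.60 with AE, 99.4 ± 2.99 with TE, 206 ± 8.51 with SE and 129.7 ± 8.71 with HTyr, a log2 fold change of 1.82 (standard error 0.056, adjusted p = 7.33e-11) by limma in the mean of the 4 treatments. CCNB1, the cyclin that drives entry into mitosis (ENSG00000134057, chromosome 5, 69167135 to 69178245), rose from 52.0 ± 2.54 TPM to 159 ± 8.51 with AE, 118 ± 5.79 with TE, 238 ± 9.03 with SE and 167 ± 1.77 with HTyr, with a log2 fold change of 1.66 (standard error 0.045, adjusted p = 2.41e-11). Of the 70 measured E2F targets and replication genes, 65 rose in that mean and the other 5 did not pass both thresholds, with the same counts when adjusted over the list alone (camera adjusted p = 5.97e-32, and adjusted p = 0.0109 with an estimated correlation). AE raised 65 of them, TE 53, SE 69 and HTyr 52. ASF1B, a histone chaperone, FEN1, a nuclease of lagging-strand synthesis, and GINS2, a subunit of the replicative helicase, had log2 fold changes of 1.90, 1.71 and 1.51 (adjusted p = 9.62e-11, 7.59e-10 and 7.59e-10). Among the E2F genes themselves, E2F1 (1.05), E2F2 (1.64), E2F7 (1.01) and E2F8 (1.05) rose on the log2 scale. E2F3 (0.18), E2F4 (0.22) and E2F6 (0.16) did not pass the thresholds, nor did E2F5 (-0.55), which passed with median-ratio scaling (-0.60) and without untreated replicate 3 (-0.66).
Of the 76 measured G2/M and mitosis genes, 68 rose and 8 did not pass both thresholds (the same counts adjusted over the list alone), with a median of 0.94 (camera adjusted p = 3.71e-28, and adjusted p = 0.0372 with an estimated correlation). The medians were 0.93, 0.64, 1.31 and 0.89 with AE, TE, SE and HTyr, which raised 68, 46, 70 and 60 members. With TE the call of the list is lost with an estimated correlation (adjusted p = 0.0605 with an estimated correlation). KIF22, a kinesin of the mitotic spindle, rose by 1.05 (standard error 0.037, adjusted p = 1.97e-10), PTTG1, the securin that restrains separase until anaphase, by 1.09 (standard error 0.054, adjusted p = 3.89e-09), and CCNB2, another mitotic cyclin, by 1.02 (standard error 0.050, adjusted p = 4.25e-09). STMN1, which encodes the microtubule regulator stathmin (ENSG00000117632, chromosome 1, 25884181 to 25906991), rose from 215 ± 31.1 TPM to 386 ± 10.4 with AE, 313 ± 17.6 with TE, 536 ± 20.1 with SE and 377 ± 18.8 with HTyr, with a log2 fold change of 0.89 (standard error 0.065, adjusted p = 1.18e-07) in the mean and of 0.55 with TE, which is short of the fold threshold. The name AIM-1 is used for the mitotic kinase AURKB and for CRYBG1. AURKB (ENSG00000178999, chromosome 17, 8204733 to 8210600) rose from 37.5 ± 5.45 TPM by 1.08 (standard error 0.073, adjusted p = 5.8e-08), and CRYBG1 fell from 11.3 ± 1.70 TPM by 0.63 (standard error 0.090, adjusted p = 5.84e-05), a fall that no longer passed without untreated replicate 2 (-0.54).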

In detail, the first two most impacted and upregulated pathways were “E2F Target” and “G_2_/M Checkpoint”, suggesting that the main effect is a cell cycle block, in particular a G_2_/M phase transition arrest. E2F is an essential protein that regulates the cell cycle with a block at the G_2_/M phase through also the downregulation of Stathmin and AIM-1 [29,30]. Since a cell cycle arrest is strictly tied to restraining cell proliferation, E2F acts as a tumor suppressor. 

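Among genes of ribosome biogenesis, protein folding and nuclear transport that MYC activates, more were higher than lower in treated cells, most by less than the fold threshold. The call of this list is lost with an estimated correlation (camera adjusted p = 0.177). RANBP1, a cofactor of the nuclear transport GTPase RAN (ENSG00000099901, chromosome 22, 20115938 to 20127355), rose from 105 ± 5.97 TPM (SD, n = 3) to 211 ± 10.6 with AE, 183 ± 13.0 with TE, 281 ± 0.938 with SE and 196 ± 11.8 with HTyr, a log2 fold change of 1.03 (standard error 0.051, adjusted p = 4.6e-09) by limma in the mean of the 4 treatments. RAN itself rose by 0.73 (standard error 0.034, adjusted p = 2.73e-09), though with quantile normalization it stood at 0.58, short of the threshold. PES1, a factor of ribosome assembly, rose by 0.71 (standard error 0.040, adjusted p = 1.24e-08). HSPE1, a mitochondrial co-chaperone (ENSG00000115541, chromosome 2, 197500140 to 197503449), rose from 349 ± 3.64 TPM by 0.85 (standard error 0.052, adjusted p = 2.39e-08), and reached 1146 ± 48.8 TPM with SE. Of the 62 measured members of the MYC target list, 9 rose and 53 did not pass both thresholds, with the same counts adjusted over the list alone. At an adjusted p under 0.05 without the fold threshold, 36 were higher and 5 lower. The median log2 fold change was 0.27 (camera adjusted p = 4.6e-05, and adjusted p = 0.177 with an estimated correlation), with medians of 0.23, 0.17, 0.49 and 0.14 for AE, TE, SE and HTyr. With quantile normalization, 4 members rose and 1 fell.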

The third pathway identified was “MYC Target v1” that appears to be counter-intuitive since *c-MYC* is an oncogene. Indeed, a more detailed investigation of the genes revealed that nearly half of them are shared with other pathways and a significant proportion (35%) are downregulated, including *c-MYC*. This preliminary analysis supports the hypothesis that HTyr and the OPWPs extracts induce a cell cycle arrest at the G_2_/M phase transition with consequent growth inhibition, in line with similar results reported in the literature [24,31]. 

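MYC itself (ENSG00000136997, chromosome 8, 127735434 to 127742951), the oncogene that encodes c-MYC, stood at 364 ± 1.30 TPM (SD, n = 3) in untreated cells and fell with every treatment, to 232 ± 13.9 with AE, 228 ± 16.4 with TE, 204 ± 9.55 with SE and 216 ± 6.09 with HTyr. Its log2 fold changes were -0.65, -0.68, -0.83 and -0.75, and -0.73 (standard error 0.047, adjusted p = 3.6e-08) by limma in the mean of the 4 treatments. MXD1, a partner of MAX that opposes MYC at its targets (ENSG00000059728, chromosome 2, 69897688 to 69942945), fell from 5.64 ± 0.162 TPM by 0.85 (standard error 0.10, adjusted p = 9.46e-06). MYCL, another MYC gene, had a log2 fold change of -0.41 and MGA, a MAX partner, one of -0.29, both short of the fold threshold. Of the 9 measured genes of the MYC family and its partners, 2 fell and 7 did not pass the thresholds (the same adjusted over the list alone), with camera adjusted p = 0.0297, and adjusted p = 0.275 with an estimated correlation. The MYC family list was also no longer called lower without untreated replicate 2 (adjusted p = 0.0508) and over genes with a mean of at least 5 TPM (adjusted p = 0.0978). Of the 62 measured MYC targets, 4 are also members of another list.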

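Genes that p53 induces after damage moved both ways. GADD45A, which restrains the G2/M transition (ENSG00000116717, chromosome 1, 67685201 to 67688334), fell from 148 ± 8.37 TPM (SD, n = 3) to 88.8 ± 2.26 with AE, 96.8 ± 6.97 with TE, 47.6 ± 2.91 with SE and 88.6 ± 2.90 with HTyr, by 0.92 on the log2 scale in the mean of the 4 treatments (standard error 0.051, adjusted p = 9.49e-09, limma). GDF15, a stress-induced cytokine, fell from 616 ± 47.7 TPM by 1.00 (standard error 0.066, adjusted p = 4.34e-08), and TNFRSF10B, a death receptor, by 0.82 (standard error 0.051, adjusted p = 2.7e-08). TP53I3, a quinone oxidoreductase (ENSG00000115129, chromosome 2, 24077433 to 24085861), rose from 9.07 ± 0.402 TPM by 1.01 (standard error 0.082, adjusted p = 3.06e-07), the death receptor gene FAS by 1.01 (standard error 0.12, adjusted p = 1.12e-05) and the pro-apoptotic gene BAX by 0.64 (standard error 0.086, adjusted p = 3.05e-05). BAX no longer passed without untreated replicate 1 (0.52). CDKN1A, which encodes the CDK inhibitor p21 and was singled out after its values were seen, stood at 258 ± 16.1 TPM in untreated cells and 151 ± 4.85 with AE, 174 ± 8.31 with TE, 175 ± 16.1 with SE and 221 ± 13.4 with HTyr. It fell with AE (log2 fold change -0.77, adjusted p = 2.43e-06) and was short of the fold threshold in the mean of the 4 treatments (-0.53). Of the 29 measured CDK inhibitors and p53 targets, 4 rose, 5 fell and 20 did not pass both thresholds, with the same counts adjusted over the list alone (camera adjusted p = 0.172).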

Consistent with these data, we recently showed that administration of the non-toxic dose of 0.0154 mg mL^−1^ HTyr, AE, TE and SE to HCT116 cells for 72 h, induced a cell cycle arrest at the G_2_/M phase and impaired cell proliferation. The treatment also elicited an anti-inflammatory response [25]. This result agrees with the present GSEA analysis that, among the most downregulated pathways, includes TNF-α signaling via NF-κB, TGF-β and IL2-STAT signaling, strongly supporting the anti-inflammatory role of HTyr and OPWPs extracts. 

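More genes that TNF induces through NF-kB fell than rose with every treatment. TNF itself was listed at no more than 0.07 TPM in any library and IL2 at 0 TPM in all 15. Both were below the filter and were not tested, so the falls are those of listed genes and not of these ligands. DUSP5, a phosphatase that inactivates ERK (ENSG00000138166, chromosome 10, 110497907 to 110511533), fell from 584 ± 57.3 TPM (SD, n = 3) in untreated cells to 94.6 ± 0.262 with AE, 103 ± 4.61 with TE, 42.7 ± 3.60 with SE and 120.1 ± 15.7 with HTyr, a log2 fold change of -2.79 (standard error 0.074, adjusted p = 2.41e-11) by limma in the mean of the 4 treatments. CCN1, a secreted matrix protein (ENSG00000142871, chromosome 1, 85580761 to 85584589), fell from 62.8 ± 2.09 TPM to 10.1 ± 0.978 with AE, 10.1 ± 1.34 with TE, 8.27 ± 0.367 with SE and 10.4 ± 1.00 with HTyr, with a log2 fold change of -2.64 (standard error 0.079, adjusted p = 5.37e-11). KLF4, an epithelial transcription factor, fell by 1.39 (adjusted p = 1.48e-09), while KLF10, an early TGF-beta response gene, rose by 0.86 (standard error 0.052, adjusted p = 2.04e-08) and KLF2, an early response transcription factor, by 1.1 (standard error 0.15, adjusted p = 4.77e-05). Of the 63 measured members of the TNF and NF-kB list, 30 fell, 2 rose and 31 did not pass both thresholds, with the same counts adjusted over the list alone (camera adjusted p = 8.09e-13, and adjusted p = 0.00775 with an estimated correlation). The falls numbered 25, 27, 41 and 27 with AE, TE, SE and HTyr, and the rises 4, 2, 3 and 2.
In the TGF-beta list, 9 of 36 measured members fell, 1 rose and 26 did not pass both thresholds (the same adjusted over the list alone). Its camera adjusted p was 0.00416, and adjusted p = 0.161 with an estimated correlation. THBS1, an activator of latent TGF-beta (ENSG00000137801, chromosome 15, 39581079 to 39599466), fell from 15.7 ± 1.80 TPM by 1.94 (standard error 0.081, adjusted p = 1.02e-09), and SMURF2, a ubiquitin ligase of the pathway, from 334 ± 13.7 TPM by 0.84 (standard error 0.049, adjusted p = 1.53e-08). BCAR3, an adaptor of integrin signaling, fell by 1.54 (adjusted p = 1.52e-09). TGFB1, the ligand, had a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.00313), short of the fold threshold. In the IL2-STAT5 list, 8 of 44 fell and 2 rose. The other 34 did not pass both thresholds (the same adjusted over the list alone). Its camera adjusted p was 0.000185, and adjusted p = 0.0372 with an estimated correlation. By treatment, camera's adjusted p with an estimated correlation was 0.0295 with AE and 0.0296 with SE. The call is lost with TE (0.0601) and HTyr (0.0879). SOCS3, a feedback inhibitor of cytokine signaling, fell by 0.95 (adjusted p = 9.99e-08), GADD45B, a stress-response gene, by 1.39 (adjusted p = 1.01e-07), and HK2, the first enzyme of glycolysis, by 0.96 (adjusted p = 5.43e-09). The 2 members of this list that rose were SPP1, the secreted phosphoprotein osteopontin, from 0.303 ± 0.264 TPM by 1.85 (standard error 0.29, adjusted p = 0.000111) on the log2 scale (2.87 with a pseudocount of 0.1), and CCNE1, the cyclin of the G1/S transition, by 0.95 (standard error 0.078, adjusted p = 3.22e-07). SPP1 did not pass with TE (0.85, adjusted p = 0.0867). Of the TNF list, 33 members belong to another list as well, 13 of them to the hypoxia list.

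**Figure D3:**
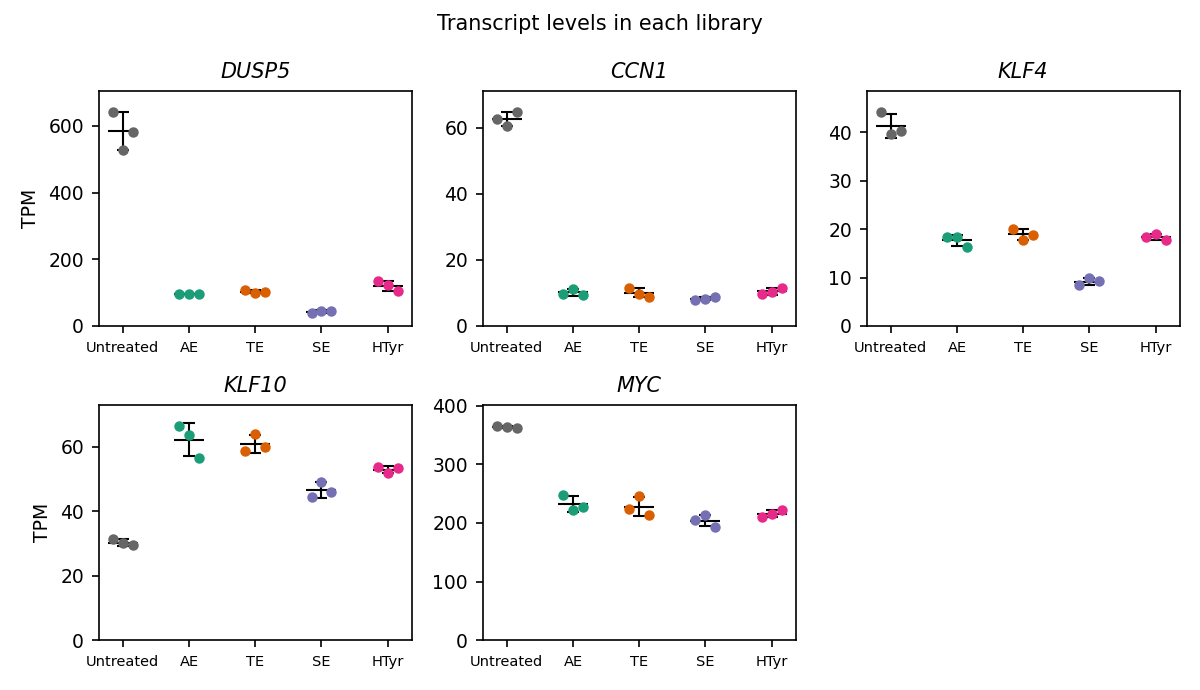
TPM of DUSP5, CCN1, KLF4, KLF10 and MYC in each library of untreated cells and of cells treated with AE, TE, SE or HTyr. Points are libraries (n = 3 per group), the long line is the mean and the bars are the SD, with DUSP5 at 584 ± 57.3 TPM in untreated cells and 42.7 ± 3.60 with SE, and KLF10, which rose, at 30.3 ± 0.95 and 46.6 ± 2.50.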

Of note, among the downregulated pathways are comprised *KRAS*, Hypoxia, and Epithelial Mesenchymal Transition (Figure 1C and Supplementary Figure S1), all related to the tumorigenic process, providing further support to the overall effect of impairing cell proliferation and tumor growth [32,33,34]. 

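Genes of epithelial-mesenchymal transition (EMT) and of the response to hypoxia fell more often than they rose. AXL, a receptor tyrosine kinase of mesenchymal cells (ENSG00000167601, chromosome 19, 41219223 to 41261766), fell from 77.0 ± 2.33 TPM (SD, n = 3) to 31.8 ± 1.57 with AE, 35.0 ± 0.663 with TE, 16.6 ± 0.860 with SE and 38.7 ± 2.17 with HTyr, a log2 fold change of -1.39 (standard error 0.048, adjusted p = 1.97e-10) by limma in the mean of the 4 treatments. In the EMT list, 19 of 53 measured members fell and 1 rose. The other 33 did not pass both thresholds (the same adjusted over the list alone). Its camera adjusted p was 3.93e-08, and adjusted p = 0.0372 with an estimated correlation. By treatment, camera's adjusted p with an estimated correlation was 0.0281 with AE and 0.0286 with SE. The call is lost with TE (0.0601) and HTyr (0.0879). IL32, a cytokine, was the member that rose, with a log2 fold change of 0.63 (standard error 0.16, adjusted p = 0.00475), and 2 members did without untreated replicate 2, but IL32 did not pass without untreated replicate 3 (0.40).
Of 60 measured hypoxia genes, 17 fell, 5 rose and 38 did not pass both thresholds (the same adjusted over the list alone), with camera adjusted p = 0.000252, and adjusted p = 0.0601 with an estimated correlation. MAFF and ATF3, stress-induced transcription factors, fell by 1.50 (adjusted p = 1.87e-09) and 1.65 (adjusted p = 5.25e-09), ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777) from 119.9 ± 8.98 TPM to 29.9 ± 1.62 with SE. PGAM1, a glycolytic enzyme, rose by 0.71 (standard error 0.075, adjusted p = 3.62e-06). With quantile normalization, 2 of the list's members rose, and PGAM1 was at 0.56, short of the fold threshold.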

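More transcripts of the respiratory chain were higher than lower in treated cells, most by less than the fold threshold. The call of the OXPHOS list is lost with an estimated correlation, in the mean of the 4 treatments (camera adjusted p = 0.172) and in each treatment (0.0998 to 0.389). Of 94 measured OXPHOS genes, nuclear and mitochondrial, 11 rose in the mean of the 4 treatments and 83 did not pass both thresholds, with the same counts adjusted over the list alone. At an adjusted p under 0.05 from limma without the fold threshold, 57 were higher and 7 lower. The median log2 fold change was 0.25 (camera adjusted p = 2.71e-06, and adjusted p = 0.172 with an estimated correlation). AE raised 7 of them, TE 5, SE 25 and HTyr 7, with medians of 0.21, 0.19, 0.42 and 0.23. Set against HTyr, SE had 5 higher members and a median of 0.14 (camera adjusted p = 0.00496, and adjusted p = 0.353 with an estimated correlation). NDUFS5, a subunit of complex I (ENSG00000168653, chromosome 1, 39026318 to 39034636), had 309.6 ± 11.4 TPM (SD, n = 3) in untreated cells and 393 ± 13.3 with AE, 366 ± 21.3 with TE, 616 ± 19.5 with SE and 419 ± 21.7 with HTyr, and its log2 fold change of 0.50 (standard error 0.044, adjusted p = 5.76e-07) fell short of the threshold in the mean. ATP5MC1, a subunit of the proton channel of ATP synthase (ENSG00000159199, chromosome 17, 48892765 to 48895871), rose with SE, from 249.8 ± 12.1 to 574 ± 22.7 TPM, a log2 fold change of 1.20 (standard error 0.072, adjusted p = 1.16e-08). With quantile normalization, 5 OXPHOS genes passed in the mean of the 4 treatments, and 6 with the trend with GC content and transcript length removed, which was chosen after seeing the data.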

Interestingly, the fourth top upregulated pathway identified by the RNA-Seq analysis was OXPHOS, suggesting that HTyr or OPWPs extracts exposure affects mitochondrial respiration (Figure 1D). Indeed, by surveying the genes included in this pathway, we recognized 15 out of 57 genes, all upregulated, that are directly involved in the electron transport chain and, thus, with mitochondrial functionality. Therefore, we decided to investigate this pathway in depth by validating the effects of these compounds in a cell system in culture. 

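In the mean of the 4 treatments, the 3 largest rises among OXPHOS genes were in mitochondrially encoded subunits. With TE the highest log2 fold change was that of a nuclear gene of complex V (0.78), and with HTyr that of one of complex III (0.86). MT-ND6, a subunit of complex I (ENSG00000198695, mitochondrial genome, 14149 to 14673), rose from 485 ± 17.5 TPM (SD, n = 3) to 808 ± 117 with AE, 707 ± 43.9 with TE, 1369 ± 41.7 with SE and 859.8 ± 45.1 with HTyr, a log2 fold change of 0.90 (standard error 0.069, adjusted p = 1.78e-07) by limma in the mean of the 4 treatments. MT-ND2, also of complex I (ENSG00000198763, mitochondrial genome, 4470 to 5511), rose from 3215 ± 329.8 TPM to 5594 ± 189.8 with AE, 5479.8 ± 643 with TE, 6431 ± 714 with SE and 4704 ± 241 with HTyr, and MT-CYB, the cytochrome b of complex III (ENSG00000198727, mitochondrial genome, 14747 to 15887), from 3838 ± 427 to 6755 ± 33.9 with AE, 6571 ± 934 with TE, 6693 ± 727 with SE and 6287 ± 291 with HTyr. Their log2 fold changes were 0.78 (standard error 0.076, adjusted p = 1.67e-06) and 0.78 (standard error 0.081, adjusted p = 3.1e-06). MT-ND6 with TE (0.54, adjusted p = 0.000351) and MT-ND2 with HTyr (0.55, adjusted p = 0.000514) did not pass both thresholds. Of the 13 mitochondrially encoded OXPHOS genes, these 3 rose and 10 did not pass both thresholds, with camera adjusted p = 0.0106, and adjusted p = 0.461 with an estimated correlation. The libraries are of poly(A) RNA, in which the recovery of mitochondrial transcripts, whose tails are short, can differ between libraries.
Of 37 nuclear subunits of complex I, 5 rose and 32 did not pass both thresholds (camera adjusted p = 4.6e-05, and adjusted p = 0.172 with an estimated correlation). Among them, NDUFA11 (ENSG00000174886, chromosome 19, 5891276 to 5904006) rose from 148 ± 4.93 TPM by 0.65 (standard error 0.065, adjusted p = 2.05e-06), NDUFB3 by 0.61 (standard error 0.047, adjusted p = 1.83e-07) and NDUFC2 by 0.60 (standard error 0.058, adjusted p = 1.69e-06). In complex III, 1 of 9 rose, UQCRQ, by 0.68 (standard error 0.16, adjusted p = 0.00369), and 8 did not pass both thresholds (camera adjusted p = 0.568). In complex V, 2 of 18 rose, with ATP5MC3 at 0.71 (standard error 0.070, adjusted p = 1.66e-06), and 16 did not pass both thresholds (camera adjusted p = 0.000246, and adjusted p = 0.216 with an estimated correlation). The 4 subunits of complex II and the 13 nuclear genes of complex IV and cytochrome c did not pass both thresholds in any treatment. At an unadjusted p under 0.05 from limma in the mean, 2 genes of complex II and 7 of complex IV were higher. In each of these complexes 1 was lower. In the mean, limma's treat called 0 genes in each nuclear list of complexes I to V, and 1 mitochondrially encoded gene. For each list of complexes I to V and of mitochondrially encoded genes, the counts past both thresholds in the mean were the same adjusted over the list alone. Without untreated replicate 2, complex I had 3 rises, UQCRQ was at 0.53, short of the threshold, and complex V had 4 rises, as it had without SE replicate 3 or HTyr replicate 1. With quantile normalization 1 gene of complex I passed, while UQCRQ, at 0.52, and ATP5MC3, at 0.55, were short of the threshold.
From the rank of OXPHOS among the raised gene sets and the raised genes of the electron transport chain, the paper proposes that HTyr and the extracts affect mitochondrial respiration, and it takes the complexes of the chain to Western blot.

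**Figure D4:**
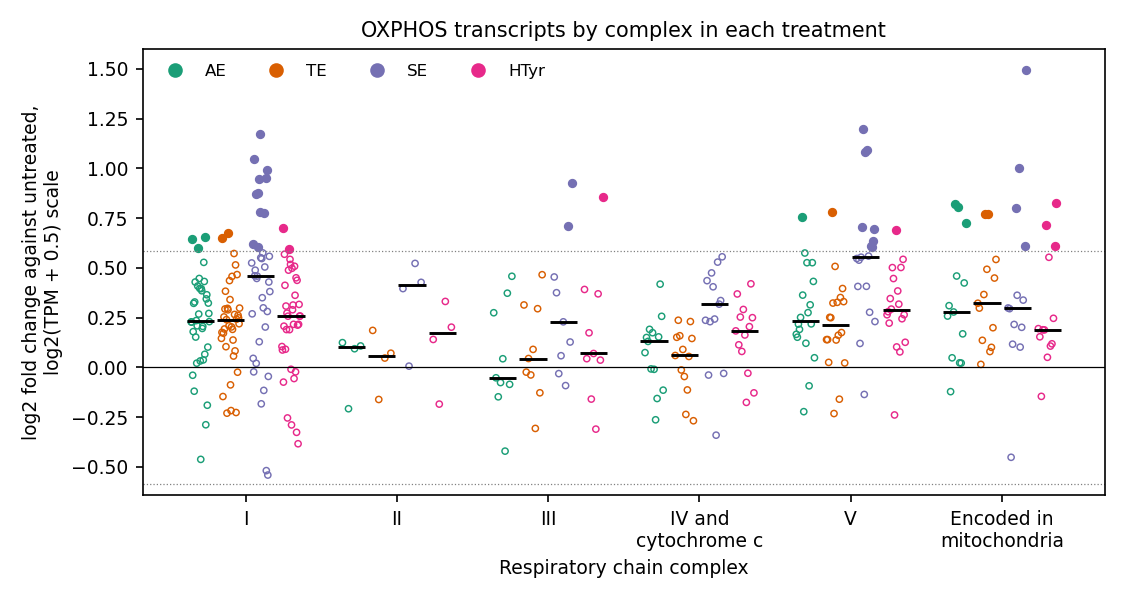
Log2 fold changes against untreated cells, on the log2(TPM + 0.5) scale, of nuclear OXPHOS genes by respiratory chain complex and of mitochondrially encoded ones, with AE, TE, SE and HTyr. Points are genes, filled where they passed both thresholds, bars are medians and dotted lines mark 0.585 in both directions, with most filled points in SE, which raised 11 genes of complex I and 8 of complex V.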

### 3.2. HTyr and OPWPs Extracts Affect Mitochondrial Functions

To verify whether the genes belonging to the OXPHOS were actually influenced by HTyr or OPWPs extracts, we treated HCT116 and LoVo cells for 72 h with HTyr or OPWPs extracts. Cells were harvested and total protein extracts analyzed by Western blot for the expression of the five multi-protein complexes of the respiratory chain. HCT116 cells displayed an overall increase of all OXPHOS complexes for both HTyr and the OPWPs extracts (Figure 2A, left panel). LoVo cells showed similar results, more pronounced with AE and SE than with HTyr and TE (Figure 2A, right panel), demonstrating that the results are not restricted to a single cell line. Experiments carried out for shorter times (24 and 48 h) produced similar but less intense results and for this reason are not reported in this study [25].

The electron transport chain is functionally associated with the production of ATP. We, thus, measured the amount of ATP produced by the two cell lines treated as above. We found a stimulation by all OPWPs extracts and HTyr with respect to untreated cells; in particular, in HCT116 cells, we observed a 4-fold increase for SE and 3-fold for HTyr and AE treatments, respectively. In LoVo cells, we detected similar effects with a 3-fold increase in cells treated with HTyr, AE and SE (Figure 2B). Finally, the cells treated as above were stained with TMRE, tetramethylrhodamine ethyl ester, a selective dye to evaluate the effects on the mitochondrial membrane potential by flow cytometry. The results clearly show that the treatments significantly increase the membrane potential in both cell lines, with no notable differences among OPWPs extracts and HTyr (Figure 2C). All together, these results strengthen our hypothesis that OPWPs extracts positively influence mitochondrial functionality by increasing the expression of OXPHOS-related proteins, stimulating ATP production and enhancing the membrane potential. 

### 3.3. HTyr and OPWPs Extracts Promote Mitochondrial Biogenesis and Influence Dynamics

Next, we investigated whether the enhanced mitochondrial functionality is associated with increased mitochondrial mass. To this end, we analyzed the expression of TOM20, an integral protein of the outer mitochondrial membrane, commonly used as a marker of the overall mitochondrial amount in cells treated or not with HTyr or the OPWPs extracts. In HCT116 cells, we detected a significant increase in TOM20 protein after the treatments, with a slightly higher percentage for TE and SE (Figure 3A, left panel); in LoVo cells, the increase was more pronounced (Figure 3A, right panel). To further investigate if the enhanced TOM20 levels really reflected an increase in mitochondrial mass, treated and untreated cells were stained with MitoTracker Green, a specific cell-permeant mitochondrion-selective dye. By confocal microscopy analysis, we appreciated a fluorescent signal that was more intense in treated cells from both cell lines, strongly supporting the hypothesis that exposure to HTyr or the OPWPs extracts increases the mitochondrial mass (Figure 3B). These data suggest that the enhancement in respiratory potential and ATP production depends on the higher mitochondrial mass. We asked next if the augmented content was related to the formation of new mitochondria (biogenesis) or variations in the morphology of mitochondria through fusion and/or fission events (dynamics). To this purpose, we assessed the levels of the major proteins involved in these processes. FOXJ3 controls the very first step of the pathway by modulating PGC-1α either directly and through MEF2A and MEF2C, two members of the MEF2 family [27,35,36] (https://www.encodeproject.org/annotations/ENCSR285DHW, accessed on 20 October 2022). PGC-1α plays, in turn, a pivotal role in many mitochondrial activities, stimulating the expression of NRF1 and NRF2, two transcription factors which cooperate to activate nuclear and mitochondrial genes required for biogenesis and respiratory functions [17,37]. PGC-1α, in addition, stimulates the binding and activity of factors required for mitochondrial transcription factor A (TFAM) also involved in the replication and maintenance of mitochondrial DNA [20,38]. All together, these factors form a mutually self-regulatory and cross-regulatory network able to direct OXPHOS in muscle and in CRC cells [27,39]. In HCT116 cells, all treatments increased FOXJ3 protein, with TE and SE showing the strongest effect. The extracts enhanced FOXJ3 also in LoVo cells (Figure 3C). PGC-1α was stimulated by all treatments in both cell lines with a 2-fold increase compared to untreated cells (Figure 3D). Additionally, TFAM, the most downstream factor, showed in both cell lines a 2-fold increase in treated versus untreated cells (Figure 3E). Collectively, these data suggest that the increase in respiratory potential and mitochondrial mass following HTyr or the OPWPs extracts treatments are due to mitochondrial biogenesis. 

This process is, however, tightly linked to mitochondrial dynamics, whereby mitochondria change and rearrange their shape by altering the structures of the inner and outer membranes. 

Dynamics implies a balance between fusion and fission events: the former entails the fusion of two or more mitochondria to create a network; conversely, the latter entails mitochondrial fragmentation to generate multiple mitochondria with a heterogeneous shape. We thus assessed the levels of Mitofusin 1 and 2 (MFN1 and MFN2, respectively), two conserved transmembrane GTPases that coordinate the merging of the outer and inner membranes, as representative markers of fusion events. We also analyzed the Mito Fission Factor (MFF) that, instead, promotes fission. By Western blot analysis, we verified that MFN1 and MFN2 levels increased after the treatment with all the extracts compared to untreated cells (Figure 4A,B). Contrariwise, MFF was remarkably reduced by all treatments in both cell lines with a more evident effect for SE (Figure 4C), suggesting that HTyr and OPWPs extracts shift the balance between these two events towards fusion that, in turn, is associated with the formation of a mitochondrial network. To further appreciate if mitochondrial morphology was affected, treated cells were stained with TMRE and analyzed by confocal microscopy. SE was used as representative of all extracts and compared to untreated cells. Consistent with previous data, in treated versus untreated cells for both cell lines, we observed more abundant mitochondria with an elongated, tubular morphology connected in an intricate network (Figure 4D). These results support that HTyr and OPWPs extracts promote mitochondrial biogenesis and fusion leading to an increased number of functional mitochondria.

### 3.4. PPARγ Mediates the Effects of HTyr on Mitochondrial Biogenesis and Dynamics 

Next, we sought to unveil the mechanisms underlying the above-described effects of HTyr and OPWP extracts on mitochondrial structure and function. Data from the literature indicate that *PPARGC1* is the master gene that orchestrates a myriad of mitochondrial functions such as OXPHOS, fatty acids synthesis and oxidation, tricarboxylic acid cycle, in addition to the biogenesis already described [20,21,27]. Among the transcription factors regulated by this coactivator, PPARγ is involved in lipidic and energetic control [23,40]. In this context, we previously showed that PPARγ mediates the anti-inflammatory and antiproliferative effects of HTyr and OPWPs extracts in the same CRC cells [25]. Thus, we treated HCT116 and LoVo cells for 72 h with rosiglitazone (rosi) or GW9662, respectively a specific PPARγ ligand or a PPARγ irreversible inhibitor, either alone or in combination with HTyr. Total protein extracts from treated and untreated cells were analyzed by Western blot for the major proteins involved in mitochondrial biogenesis. Unexpectedly, FOXJ3, PGC-1α and TFAM were all induced by rosi to the same extent as HTyr. Exposure to GW9662 produced no variation and, interestingly, completely blocked the stimulation in combination with HTyr (Figure 5). 

These data demonstrate that PPARγ plays a crucial role in regulating mitochondrial biogenesis, as supported by the results of the treatments of HTyr alone or combined with the inhibitor. Subsequently, we asked whether PPARγ could also be implicated in the regulation of mitochondrial dynamics. To uncover this aspect, we treated cells as above and evaluated mitochondrial fusion and fission markers. As shown in Figure 6A,B, in both cell lines, MFN1 and MFN2 were stimulated by about 2-fold after both HTyr and rosi treatment, while no effects were observed upon GW9662. Moreover, also in this case, the stimulation by HTyr was abrogated in the combined treatment with GW9662. Conversely, the exposure to HTyr or rosi caused a diminution of MFF that was abrogated by the combined treatment with GW9662 (Figure 6C). All together, these results indicate that HTyr and OPWPs extracts regulate mitochondrial biogenesis and the fusion events underlying mitochondrial dynamics through PPARγ. 

## 4. Discussion

In this study, we provide evidence that HTyr and OPWPs extracts upregulate the OXPHOS pathway in CRC cell lines. RNA-sequencing analysis of HCT116 cells treated with HTyr or the OPWPs extracts, followed by GSEA analysis of the major impacted pathways, identified E2F, G_2_/M phase transition cell cycle block and *c-MYC* targets, as the first three top influenced ones. E2F is a pivotal regulator of the cell cycle and its upregulation leads to a specific arrest. Coherently, the G_2_/M pathway is upregulated so to elicit a robust reduction of cell proliferation. The *c-MYC* target pathway is also upregulated and, despite being an oncogene, a detailed survey shows that many genes included in this list are involved in restraining cell growth. The negative impact of HTyr and OPWPs extracts on the cell cycle and on the ensuing cell proliferation has already been investigated and reported in the literature [24,31]. Besides, we have recently shown, in the same CRC cell model, that HTyr and OPWPs extracts cause a cell cycle arrest at the G_2_/M phase transition, impairment of the tumorigenic potential, and induction of apoptosis, in line with the results presented here [25]. Otherwise, less is known about the impact of HTyr and OPWPs extracts on the OXPHOS, which emerged as the fourth subsequent top pathway identified in the RNA sequencing analysis. Fifteen genes of the list were upregulated, all involved in the electron chain transport and ATP synthesis, suggesting that HTyr and OPWPs extracts could promote mitochondrial respiration. Since the mitochondrial membrane potential is also increased, we assumed that HTyr and OPWPs positively influence overall mitochondrial functionality.

Enhancement of mitochondrial functionality correlates with an increase in the mass mainly as the result of mitochondrial biogenesis. This process implies the production of new functional organelles in response to exogenous challenges that demand more energy [15,16,17] and is regulated by a series of factors interconnected in a network. The mitochondrial content in a cell is also controlled by mitochondrial dynamics that implies fusion and fission events. Upon fusion, the content of partially damaged mitochondria is mixed with components from healthy mitochondria, providing a form to mitigate the stress and a marker of functionality [18,19,41]. Fission, instead, generates new mitochondria and contributes to quality control by enabling the removal of damaged mitochondria [41,42]. Biogenesis and dynamics finely tune mitochondrial homeostasis, maintaining the proper mitochondrial structure and functionality, distribution and movement when cells experience stress, contributing to the cellular equilibrium [16]. We clearly show that HTyr and the OPWPs extracts promote mitochondrial biogenesis in both the analyzed CRC cell lines by stimulating the expression of the major factors. Moreover, they affect the dynamics, tilting the ratio between fusion and fission events towards fusion, as documented by the increase of MFN1 and MFN2 and by the reduction of MFF. Consistently, the mitochondria of treated cells acquire a more elongated shape resulting in an interconnected network, a marker of functionality. Data from the literature report that mitochondrial biogenesis is stimulated by HTyr and oleuropein, its natural precursor, in avian muscle cells leading to an increased mitochondrial mass through activation of PGC-1α [43]. In mouse 3T3L1preadipocytes, HTyr forces the terminal differentiation into adipocytes, reducing the size and the number of the fat droplets accumulated during the differentiation process [44]. In fish liver cells, HTyr reverts the mitochondrial dysfunction due to lipid accumulation by enhancing the respiratory potential and regaining functional mitochondria [45]. Additionally, in a number of in vivo and in vitro models of neurodegenerative disorders, HTyr restores the mitochondrial respiratory potential [46]. Thus, HTyr/oleuropein stimulate mitochondrial biogenesis and functionality. Contradictory results have, however, been reported in other cell systems so that a final and univocal conclusion cannot be drawn [47].

The data reported here shed some light on this disputed question. First of all, we demonstrate that OPWPs extracts positively affect mitochondrial respiration and ATP synthesis by fostering biogenesis and dynamics in CRC cells, as HTyr. Moreover, for the first time, to the best of our knowledge, we provide evidence that HTyr exerts its effects through PPARγ that acts as a specific receptor. The upregulation of the major factors involved in biogenesis upon treatment with the selective PPARγ ligand rosiglitazone to an extent similar to HTyr strongly supports this notion, further confirmed by its impairment subsequent to an irreversible PPARγ inhibitor. That PGC-1α is modulated by HTyr and rosiglitazone suggests a feed-forward regulatory loop between these two factors to control mitochondrial functions, according to the following model. Upon ligand binding (HTyr or rosiglitazone), PPARγ becomes transcriptionally active, recognizes the PPAR responsive elements (PPREs) in the promoter regions of target genes and stimulates their transcription. *FOXJ3* is one of the targets as it responds to PPARγ with an increase of the protein, as shown here and reported in the ENCODE project (https://www.encodeproject.org/annotations/ENCSR408JQP/, accessed on 20 October 2022). FOXJ3, in turn, modulates *PPARGC1A* either directly (https://www.encodeproject.org/annotations/ENCSR285DHW/, accessed on 20 October 2022) and through members of the MEF2 family of transcription factors (MEF2A and MEF2C) [35,36]. *PPARGC1A* is also likely to be regulated by PPARγ as PPREs have been reported in its promoter region (https://www.encodeproject.org/annotations/ENCSR408JQP/, accessed on 20 October 2022). The resulting elevated PGC-1α protein, in turn, acts as a coactivator to the transcription factors NRF1 and NRF2 on the promoter of TFAM, stimulating its expression [27,37]. Further activation can be obtained by the direct binding of FOXJ3 to *TFAM* promoter as well as to that of *TOMM20* (https://www.encodeproject.org/annotations/ENCSR285DHW/, accessed on 20 October 2022, see Supplementary Figure S2). This regulatory circuit can explain the results reported here: stimulating or restraining PPARγ positively or negatively affects the factors implicated in mitochondrial biogenesis. 

A similar regulatory circuit appears to control mitochondrial dynamics, as both HTyr and rosiglitazone stimulate the expression of MFN1, MFN2 and reduce MFF. MFN1 is, in fact, the target of transcription factors of the FOXO family and, presumably, also of FOXJ3 [48]. MFN2 has been reported to be a PGC-1α and PPAR target, as distinct PPREs have been found in its promoter region [49]. No binding sites for PPARγ have been found in the regulatory regions of other genes. That the fusion and fission proteins are coordinately up and downregulated, respectively, suggests that PPARγ orchestrates these events. Notably, the effects of HTyr and OPWPs extracts presented here are in line with those we previously reported, showing that the PPARγ/PGC-1α axis mediates the impairment of cell proliferation and induction of apoptosis in the same model system [25]. 

## 5. Conclusions

We provide strong evidence that, in CRC cell lines, HTyr and OPWPs extracts positively influence the OXPHOS pathway and promote mitochondrial biogenesis and dynamics. This results in an enhanced mass of functional mitochondria organized in an intricate network to sustain cell metabolism. Mechanistically, PPARγ mediates these effects through a regulatory loop with PPGC-1α. These results support the assessment of the effects in in vivo models and may pave the way to use these compounds as adjuvants in cancer therapy and nutraceuticals for human wellness. 

## Figures and Tables

**Figure 1:**
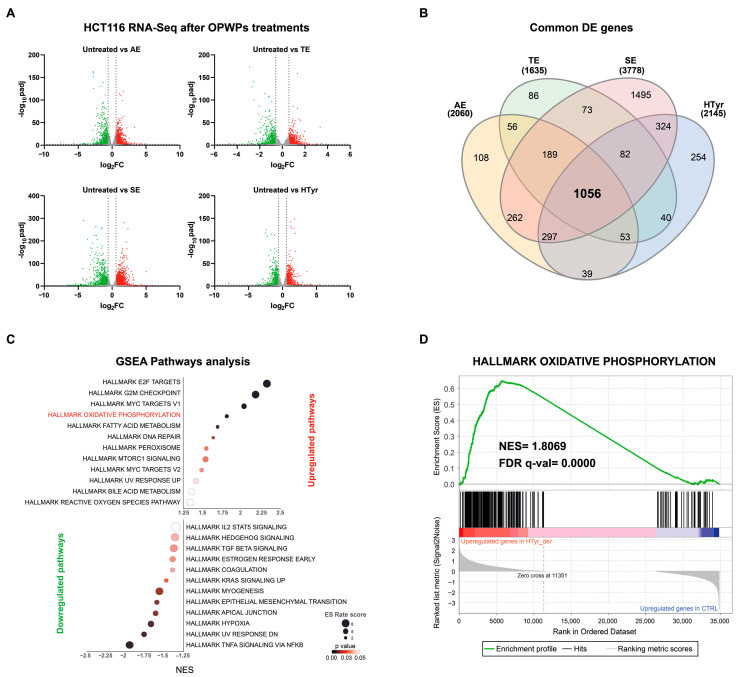
RNA-Seq analysis on HCT116 cells untreated or treated with HTyr or the OPWPs extracts. (**A**) RNA-Seq analysis was carried out on HCT116 cells treated or not with HTyr or selected OPWPs extracts, namely AE, TE, SE, respectively. The Volcano plots illustrate the Differentially Expressed Genes (DEGs) selected by applying a *p* adj < 0.05 and Log_2_FC > 0.585 or Log_2_FC < −0.585. (**B**) The Venn Diagram shows the common DEGs after treatments, out of which 571 were upregulated and 485 downregulated. GSEA analysis was performed on DEGs and HALLMARK (h.all.v2022.1) was used as reference geneset. (**C**) The Enrichment Score (ES) and Normalized Enrichment Score (NES) were used to generate a ranking of the top inferred pathways. OXPHOS emerged as the fourth most influenced pathway by HTyr or OPWPs treatments. (**D**) The distribution plot depicts the enriched genes of the OXPHOS pathway, most of which were upregulated. The size of the dots is proportional to the number of overlapping genes.

**Figure 2:**
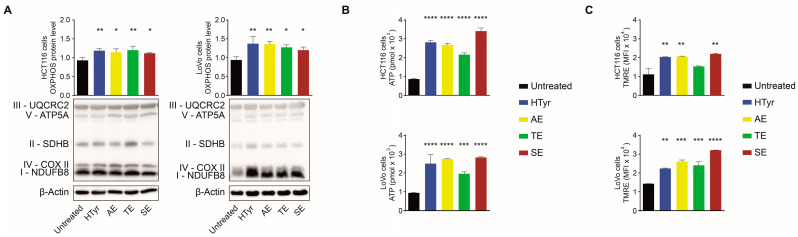
HTyr and OPWPs extracts affect mitochondrial functions. (**A**) Representative immunoblots of lysates of HCT116 and LoVo cells untreated or treated with HTyr or OPWPs extracts for 72 h for assessing the proteins ATP5A, UQCRC2, SDHB, COX II, and NDUFB8 belonging to the respiratory chain complexes V, III, II, IV, and I, respectively. The histograms report the overall OXPHOS protein quantification normalized to β-Actin or α-Tubulin, used as loading controls, and show the mean ± SD of three independent experiments. (**B**) ATP levels measured in HCT116 and LoVo cells treated as in (**A**) and expressed as picomoles (pmol). (**C**) Flow cytometry analysis of the cells treated as in (**A**) and stained with TMRE to evaluate the mitochondrial membrane potential calculated as Median Fluorescence Intensity (MFI) of two independent experiments. Statistical significance was considered when * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001 (ANOVA with Dunnett’s post-test).

**Figure 3:**
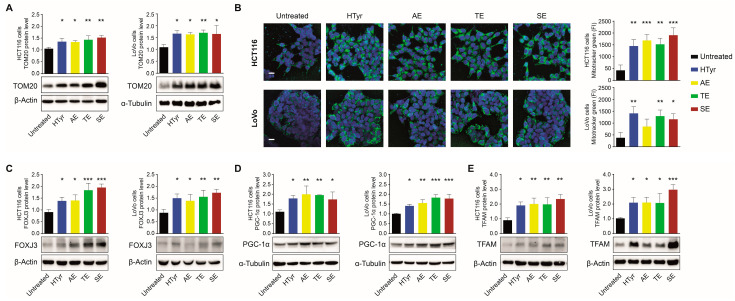
HTyr and OPWPs extracts influence mitochondrial abundance in a CRC cell model system. (**A**) Western blot analysis of TOM20 in HCT116 and LoVo cells treated with HTyr and OPWPs for 72 h. Protein level was calculated after normalization to β-Actin or α-Tubulin, used as loading controls. Three independent experiments were performed. (**B**) Confocal fluorescence microscopy images of the same cells treated as in (**A**) stained with MitoTracker Green to evaluate the mitochondrial mass. Hoechst was used to stain nuclei (blue). Magnification 63X, Scale bar 5 μm. The histograms on the right illustrate the values of the mitochondrial mass calculated as Fluorescence Intensity (FI) with the ImageJ software, as described in Materials and Methods; immunoblot analysis of FOXJ3 (**C**), PGC-1α (**D**), and TFAM (**E**) as mitochondrial biogenesis markers in HCT116 and LoVo cells treated as in (**A**). The histograms illustrate the results expressed as protein levels after normalization to α-Tubulin or β-Actin, used as loading controls, and show the mean ± SD of three independent experiments. Statistical significance was considered when * *p* < 0.05, ** *p* < 0.01 or *** *p* < 0.001 (ANOVA with Dunnett’s post-test).

**Figure 4:**
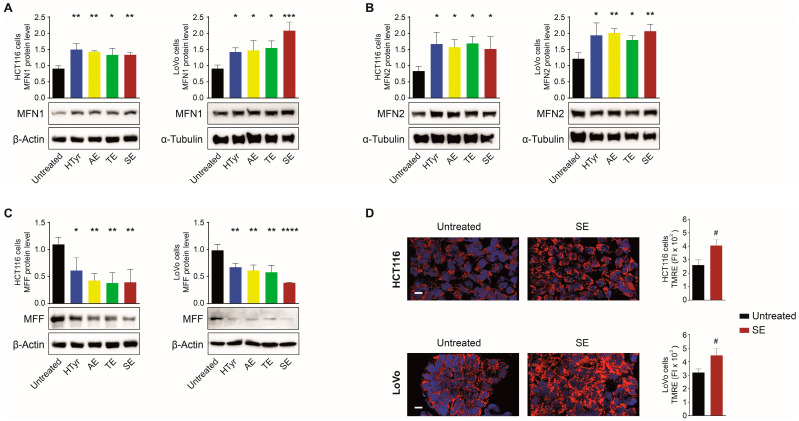
HTyr and OPWPs extracts influence mitochondrial dynamics. Protein lysates from HCT116 and LoVo cells treated with HTyr or OPWPs extracts were analyzed by Western blot for MFN1 (**A**), MFN2 (**B**) and MFF (**C**). Protein levels were calculated after normalization to β-Actin or α-Tubulin, used as loading controls. Three independent experiments were performed; the bands corresponding to β-Actin in (**A**,**C**) for HCT116 cells and shown here are the same, since the MFN1 and MFF proteins were detected on the same filter. (**D**) Representative confocal fluorescence microscopy images of HCT116 and LoVo cells treated with SE for 72 h and stained with TMRE to evaluate mitochondrial morphology. The histograms on the right illustrate the values of the mitochondrial mass calculated as Fluorescence Intensity (FI) with the ImageJ software, as described in Materials and Methods. Statistical significance was considered when * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001 (ANOVA with Dunnett’s post-test) for (**A**–**C**) and # *p* < 0.05 (*t-*test) for (**D**).

**Figure 5:**
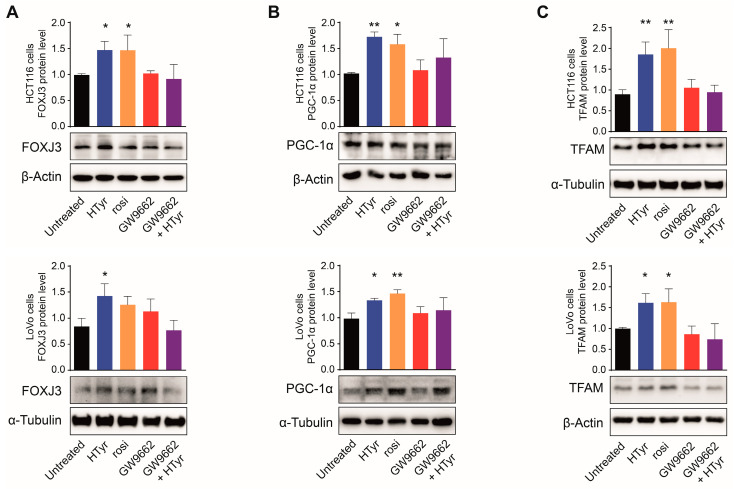
PPARγ mediates the effects of HTyr on mitochondrial biogenesis. Representative immunoblots of FOXJ3 (**A**), PGC-1α (**B**), and TFAM (**C**), as markers of mitochondrial biogenesis in HCT116 and LoVo cells untreated or treated with HTyr, rosi, GW9662 or the GW9662 + HTyr combined treatment. The results are expressed as protein levels after normalization to β-Actin or α-Tubulin, used as loading controls, from three independent experiments. Statistical significance was considered when * *p* < 0.05 or ** *p* < 0.01 (ANOVA with Dunnett’s post-test).

**Figure 6:**
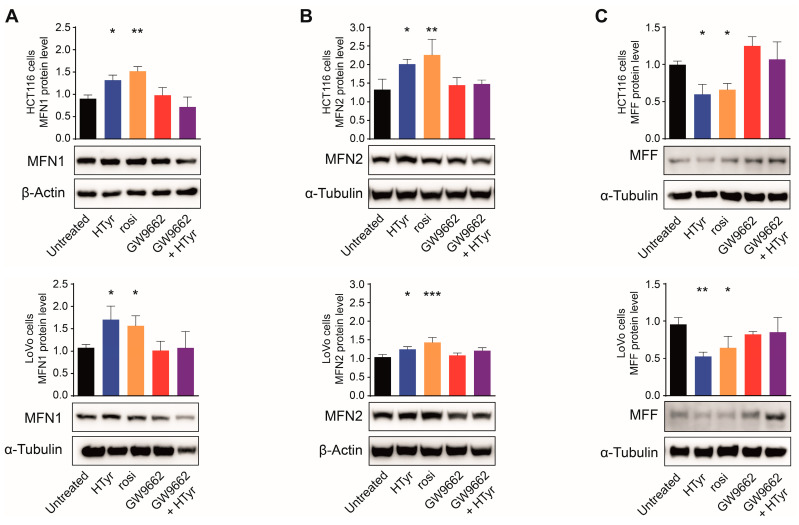
PPARγ mediates the effects of HTyr on mitochondrial dynamics. Western blot analysis of MFN1 (**A**) and MFN2 (**B**) as representative of fusion proteins, and MFF (**C**) as representative of fission proteins, in HCT116 and LoVo cells untreated or treated with HTyr, rosi, GW9662 or the GW9662 + HTyr combined treatment. The histograms represent protein levels after normalization to β-Actin or α-Tubulin, used as loading controls, and show the mean ± SD of at least three independent experiments. Statistical significance was considered when * *p* < 0.05, ** *p* < 0.01 or *** *p* < 0.001 (ANOVA with Dunnett’s post-test).

## Data Availability

The normalized data supporting the conclusions of this article are available in the supplementary materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11243992/s1. Supplementary Figure S1: Enrichment Plots of GSEA differentially expressed pathways analysis. Supplementary Figure S2: Snapshots of PPARγ and FOXJ3 ChIP-Seq analyses in HepG2 cell line. Supplementary Table S1: Whole Transcriptome Analysis and Differentially Expressed Genes. 

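Supplementary Table S1 lists, for each of the quantified genes, its TPM in the 15 libraries and the authors' log2 fold change and adjusted p for each treatment against untreated cells. The copy used here holds the first 1539 of its 60664 rows and leaves out 59125, so no overlap with it was tested. In all 1539, the TPM printed for each library lay within 0.005 of the deposited value of the library it is matched to here. For STMN1 in SE, the paper's table gives a log2 fold change of 1.20, and the deposited TPM give 1.33 (standard error 0.083, adjusted p = 1.69e-08) by limma on log2(TPM + 0.5). For AURKB in HTyr the paper's table gives 1.19, and the deposited TPM 1.18 (standard error 0.093, adjusted p = 7.39e-07). The authors' fold changes come from estimated counts with shrinkage toward 0, and those given here from TPM with a pseudocount, both on the log2 scale.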

RNA-Seq data can be downloaded at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220285, scheduled to be publicly-available on 23 November 2024.

How the deposited data were processed for this re-analysis (not part of the article)

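RNA from HCT116 colorectal carcinoma cells was sequenced by the authors after 72 h without treatment or with 0.0154 mg/mL of HTyr or of an OPWP extract from Apulia (AE), Tuscany (TE) or Sicily (SE), with 3 libraries in each of the 5 groups. Libraries were made with the TruSeq stranded mRNA kit after poly(A) capture. The authors discarded reads of low quality, clipped adapters with Scythe, trimmed ends with Sickle, aligned the reads to GRCh38 with STAR and quantified Ensembl genes with RSEM. STAR, RSEM and GRCh38 are also named in the submitters' processing notes, and the versions of the aligner and the quantifier are not given in the sources used here. The deposited values are TPM, a transcript abundance relative to the whole library and corrected for gene length, made by the authors with RSEM for each library and rounded to 2 decimals, with no scaling between libraries. For their own tests the authors took estimated counts through tximport into DESeq2 with apeglm shrinkage, and ranked Hallmark gene sets by GSEA. Those counts were not used here, so no count model was fitted. TPM keep no depth, the depth per library is unknown, and no counting error can be given. The rounding limits the precision of genes at low TPM.

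Each library was assigned to its group from the sample labels and from the columns of Supplementary Table S1, of which the first 1539 of 60664 genes are held here. For each library, all 1539 values of its own column of that table lay within 0.005 TPM of the deposited ones, and at most 21 did for any column of another library. No 2 libraries held identical values. Symbols and coordinates were taken from GENCODE 44 on GRCh38, which names 60463 of the 60664 gene identifiers.

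Values were analysed as log2(TPM + 0.5). The 14899 genes with at least 1 TPM in at least 3 of the 15 libraries were tested, which left out 45765. One model with the 5 group means was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend and 10 residual degrees of freedom (3.42 prior degrees of freedom). Each treatment was compared with untreated cells and with the other treatments, and the mean of the 4 treatments with untreated cells. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.585. Shares of a library's TPM were compared between 3 untreated and 12 treated libraries with exact permutation tests. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

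Gene lists were written by hand, 45 in all, for the pathways the paper discusses, for mitochondria, metabolism and stress responses, and for cell types other than epithelium. The 43 lists with at least 3 measured members, 41 of them apart from the genes the paper names and the sum of the OXPHOS lists, were tested with limma's camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. Within a list, a second adjustment over its members alone was made. In the lists, 4 entries matched no gene of the annotation (SOD2 in 2 lists, CYR61 and DDX58). Hallmark gene sets were not used here.

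The genes named in the text were set by a rule. It takes every gene the paper names, and the 12 largest rises and the 12 largest falls in the mean of the 4 treatments among genes changed in all 4 in 1 direction, with no overlap between untreated and treated libraries and a mean of at least 5 TPM in the higher of the 2. It takes the 3 largest rises and falls among genes changed with 1 treatment and no other, and the 5 largest differences in each direction between SE and HTyr, or 3 between other treatments. From each list it takes the 4 members with the smallest adjusted p in the mean of the 4 treatments and up to 3 called members that went against the list. Values of some of these genes had been seen in Supplementary Table S1. CDKN1A was named outside the rule. Some genes that the rule takes in, and 1 of the lists, are not reported here.

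The test was checked on simulated data for the comparison of SE with untreated cells, with 200 of 14899 genes changed, 40 at each size. At log2 changes of -2, -1, 0.7, 1 and 2 it called 97.5%, 82.5%, 65%, 77.5% and 97.5% of the changed genes, with 4 false calls in all. The alternatives tried were pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 5 TPM, median-ratio scaling, quantile normalization, leaving out mitochondrially encoded genes, leaving out each library in turn, fitting only the groups compared, a block for the replicate number, array weights, no mean-variance trend, other fold thresholds and limma's treat. Removal of the trend with GC content and transcript length, a covariate for the largest component of the residuals, and leaving out the 3 libraries with the highest mitochondrially encoded share of their groups were added after seeing the data. Expected overlaps of calls are those of independent sets of calls. Separately, 100 simulations were made of unchanged groups that share a control group. They gave the calls, correlations, shared signs and covariances to compare with.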

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

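In this part, the tests of the TPM scale, of culture density and of a component common to the extracts and HTyr, and the removal of the trend with GC content and transcript length, were chosen after the results they bear on were seen.

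The counts of changed genes were set beside other splits of the same libraries. The 6 libraries of a treatment and of untreated cells make 10 splits into 3 and 3, too few for a share under 0.05. The real split called 2466 genes for AE, 1896 for TE, 4168 for SE and 2421 for HTyr, and no other split called more than 2 genes by limma in any of these 4 comparisons. In each case 1 of the 10 splits, the real one, called that many. The 12 treated libraries against the 3 untreated ones called 2559 genes, and this was the largest count in 1 of 100 splits drawn from 455. That excludes a chance split of single libraries only. The 5 groups are too few to test at the level of groups, so another difference of the untreated group is not excluded. The highest other split called 1202 genes and set the 3 SE libraries apart from the rest, a split that follows a group of the study.

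The treatments differed from each other directly in limma's test. AE differed from HTyr in 200 genes, 134 higher and 66 lower, with median-ratio scaling 34 and 83, with quantile normalization 38 and 68, and in 92 genes in all without AE replicate 1 and 74 without HTyr replicate 2. TE differed from HTyr in 105, 66 higher and 39 lower, with median-ratio scaling 31 and 56, and in 54, 56 and 55 without TE replicates 1, 2 and 3 and 63 without HTyr replicate 3. SE differed from HTyr in 1096, from AE in 703 and from TE in 1246. AE differed from TE in 13, 8 higher and 5 lower, with median-ratio scaling 5 and 7, in 4 without AE replicate 3 or TE replicate 3, 6 without AE replicate 1, and 8 without AE replicate 2, TE replicate 1 or TE replicate 2. With only the groups compared in the fit, AE against HTyr, TE against HTyr and AE against TE had fewer still, as given below.

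Changes of opposite direction against untreated cells were tested by the difference itself with limma. SERPINA3, a secreted protease inhibitor, was higher with AE (4.32 TPM) than with SE (0.497 TPM), and at 2.57 TPM in untreated cells, with a difference of 2.28 on the log2 scale (standard error 0.17, adjusted p = 9.18e-07). LINC02356, a long noncoding RNA, was higher with HTyr than with AE by 1.56 on the log2 scale (standard error 0.24, adjusted p = 0.00408). The unnamed genes ENSG00000260953, higher with AE than with SE by 2.09 on the log2 scale (standard error 0.36, adjusted p = 0.00114), and ENSG00000286602, higher with SE than with AE by 1.41 on the log2 scale (standard error 0.25, adjusted p = 0.00157), are both at low TPM.

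Among gene lists, compared between treatments with limma's camera, AE lay above HTyr for antioxidant NFE2L2 targets (adjusted p = 1.52e-07, and adjusted p = 0.0356 with an estimated correlation) and for unfolded protein response and ATF4 targets (adjusted p = 1.21e-08, and adjusted p = 0.0356 with an estimated correlation). SE lay above HTyr for the replication list (adjusted p = 1.48e-30, and adjusted p = 0.0127 with an estimated correlation), cholesterol synthesis (adjusted p = 2.7e-11, and adjusted p = 0.0215 with an estimated correlation), fatty acid synthesis (adjusted p = 0.00266, and adjusted p = 0.0322 with an estimated correlation), antioxidant NFE2L2 targets (adjusted p = 6.16e-07, and adjusted p = 0.0246 with an estimated correlation) and the heat shock response (adjusted p = 1.72e-10, and adjusted p = 0.0463 with an estimated correlation). SE lay below HTyr for the TNF and NF-kB response (adjusted p = 2.75e-18, and adjusted p = 0.0017 with an estimated correlation) and unfolded protein response and ATF4 targets (adjusted p = 2.19e-12, and adjusted p = 0.0127 with an estimated correlation). It also lay below HTyr, with medians of -0.04, -0.03, -0.08 and -0.09 on the log2 scale, for the IL2-STAT5 response (adjusted p = 7.24e-05, and adjusted p = 0.025 with an estimated correlation), hypoxia (adjusted p = 0.000348, and adjusted p = 0.0463 with an estimated correlation), EMT (adjusted p = 7.24e-07, and adjusted p = 0.0463 with an estimated correlation) and the cytoskeleton, SRF and YAP list (adjusted p = 0.000571, and adjusted p = 0.0246 with an estimated correlation).

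Several lists outside the pathways the paper discusses differed from untreated cells in the mean of the 4 treatments by limma's camera. The tricarboxylic acid cycle was higher (adjusted p = 0.00754, and adjusted p = 0.172 with an estimated correlation). The mitochondrial ribosome was higher (adjusted p = 6.59e-09, and adjusted p = 0.0708 with an estimated correlation). Mitochondrial protein import was higher (adjusted p = 0.00747, and adjusted p = 0.218 with an estimated correlation). Fatty acid oxidation and peroxisome genes were higher (adjusted p = 7.37e-05, and adjusted p = 0.0717 with an estimated correlation). Cholesterol synthesis was higher (adjusted p = 0.00217, and adjusted p = 0.172 with an estimated correlation). Glycolysis was higher (adjusted p = 0.00664, and adjusted p = 0.218 with an estimated correlation). DNA repair was higher (adjusted p = 0.000318, and adjusted p = 0.172 with an estimated correlation). Antioxidant NFE2L2 targets were higher (adjusted p = 2.41e-06, and adjusted p = 0.0372 with an estimated correlation). The heat shock response was higher (adjusted p = 1.57e-05, and adjusted p = 0.161 with an estimated correlation). Epithelial junction and adhesion genes were lower (adjusted p = 0.000123, and adjusted p = 0.0708 with an estimated correlation). Unfolded protein response and ATF4 targets were lower (adjusted p = 4.45e-05, and adjusted p = 0.0708 with an estimated correlation). The cytoskeleton, SRF and YAP list was lower (adjusted p = 8.95e-17, and adjusted p = 0.000242 with an estimated correlation). With the trend with GC content and transcript length removed, the tricarboxylic acid cycle (adjusted p = 0.0879) and mitochondrial protein import (adjusted p = 0.0652) were no longer called. Aryl hydrocarbon receptor targets and cytosolic ribosomal proteins also differed, and are weighed next.

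Replication and mitosis genes rose together, with a median log2 fold change of 1.085 for the replication list, which moved over a range of 0.0392 when each library was left out in turn. The composition of the TPM scale would have to bring this median close to 0 once each library is scaled by its median ratio, and it stayed at 1.032. A trend with GC content or transcript length is argued against by a median of 1.019 with that trend removed. A shift of cells between phases of the cycle was not tested in these libraries and stays open. The paper states from earlier work that this dose and time led to a G2/M arrest and less proliferation in HCT116. With 1 kind of control culture, a difference in density or growth state between treated and untreated cultures cannot be told apart from the treatments. Genes regulated by density fell (median -0.8683 over the cytoskeleton, SRF and YAP list) while replication genes rose. This fall does not decide between density and the treatments, since either could lower such genes. A change in the rate of division may be behind the pattern with or without a direct effect of the compounds.

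Ribosomal protein transcripts were lower in treated cells, with a median log2 fold change of -0.24 and camera adjusted p = 1.57e-12 (adjusted p = 0.177 with an estimated correlation). Displacement by mitochondrially encoded transcripts is argued against by a median of -0.2066 without those genes, which moved over a range of 0.0727 when each library was left out, and a trend with GC content or transcript length by a median of -0.3198 with that trend removed. Reads assigned to ribosomal protein pseudogenes are argued against too, since the summed TPM of 1604 pseudogenes was lower in treated cells too, with a gain of -0.01228 TPM for each TPM that the 77 parent genes lost. With quantile normalization the median was -0.11, and the call rests on the preset correlation of camera, so a fall of the list as a group may be smaller than its median on the TPM scale. The treatments themselves stay open as a cause.

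Aryl hydrocarbon receptor targets rose, 6 of 8 by limma, with a median log2 fold change of 1.21 and camera adjusted p = 0.00139 (adjusted p = 0.0717 with an estimated correlation). The composition of the TPM scale is argued against by the small median over all genes (0.047), which scaling by the median ratio removes. The list's median was 1.172 with that scaling. Reads shared with the paralog CYP1A2 are argued against by a ratio of 0.001785 of its TPM to that of CYP1A1 in treated libraries. The list was higher with pure HTyr as well (camera adjusted p = 0.000952), so a component common to the extracts and HTyr is consistent with the pattern. With an estimated correlation the adjusted p was 0.0673 with AE, 0.161 with TE, 0.0655 with SE and 0.0879 with HTyr, and CYP1A1 ranged from 1.38 to 23.48 TPM over the treated libraries. A biological response to the treatments is a hypothesis here, found and tested on the same data.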

How the results depend on the processing

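In this part, the removal of the trend with GC content and transcript length, the covariate from the residuals and the data without the 3 libraries of highest mitochondrial share were chosen after the data were seen. The paper gives an average number of fragments per sample, but TPM keep no depth and that of each library is unknown. The depth of the single libraries therefore limits the results in a way that cannot be given. Over the alternatives, 231 of the counts of changed genes stayed within 1.5 times the reported one and 62 moved further. Of the gene list tests, 1230 kept their direction and side of the threshold, 29 lost their call, 9 gained one and 20 reversed, and of the named genes 7181, 469, 90 and 25 did. The cause was not tested where none is given.

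With no fold threshold, a looser rule, the counts rose to 5925 for AE, 5063 for TE, 7753 for SE, 5863 for HTyr, 7442 for the mean of the 4 treatments and 3339 for all 4 treatments in 1 direction. Between treatments they rose to 1359 for AE against HTyr, 490 for TE against HTyr, 4193 for SE against HTyr, 2610 for SE against AE, 3939 for SE against TE and 35 for AE against TE. With a log2 fold threshold of 1, a stricter rule, they fell in the same order to 715, 443, 1629, 588, 697 and 235, and to 51, 19, 190, 157, 260 and 1. With limma's treat against 0.585, stricter again, they fell to 521, 227, 1623, 346, 775 and 154, and to 4, 3, 74, 84, 144 and 0, the last with 39 genes at an unadjusted p under 0.05 from treat and 1764 from limma's test against no change. With a mean TPM of at least 5, over fewer genes, 1768 genes changed in the mean of the 4 treatments and 126 between AE and HTyr. With no filter on low values 63 differed between TE and HTyr and 7 between AE and TE. AE differed from HTyr in 117 genes with median-ratio scaling and in 106 with quantile normalization, and AE from TE in 24 with array weights. With only the groups compared in the fit, and so fewer degrees of freedom, the counts were 25 for AE against HTyr, 27 for TE against HTyr and 1 for AE against TE. With the GC and length trend removed, 78 differed between AE and HTyr and 722 between SE and HTyr, where 28 and 264 were higher and 50 and 458 lower. That setting gave 1169 rises and 1119 falls for AE, 1981 and 1941 for SE, and 1161 and 1054 for HTyr. Without the 3 libraries of highest mitochondrial share, 46 differed between TE and HTyr and 5 between AE and TE. Leaving out 1 library of the groups compared at a time gave 74 to 244 genes for AE against HTyr, 54 to 107 for TE against HTyr and 4 to 8 for AE against TE.

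With an estimated correlation in place of the preset one, camera lost the calls for MYC targets (adjusted p = 0.177), OXPHOS (0.172), TGF-beta (0.161) and hypoxia (0.0601). Over their other alternatives, fry among them, the adjusted p ran from 1.58e-08 to 0.00599, from 1.86e-10 to 0.000612, from 3.92e-07 to 0.0182 and from 3.87e-08 to 0.000476 in that order. The lowest values for TGF-beta and hypoxia are those of fry, a different test from camera. The median of the OXPHOS list was 0.20 with median-ratio scaling, 0.15 with quantile normalization and 0.16 with the GC and length trend removed. In the replicate block fit, the replicate number as a block gave 2439 changed genes for AE, 1868 for TE, 4157 for SE, 2398 for HTyr and 2670 for the mean of the 4 treatments. The numbers do not pair the libraries, since 3 of 30 pairs with the same number had deviations correlated over 0.1 (range -0.21 to 0.26) and 4 of 15 libraries correlated best with their own number.

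Results that changed direction had no call as reported. The apoptosis regulators had adjusted p = 0.848 with no filter on low values, 0.998 with quantile normalization, 0.993 with no mean-variance trend, 0.826 to 0.992 when 1 library was left out and 0.11 with fry. The metallothioneins and metal response genes had adjusted p = 0.954 with a mean TPM of at least 5, 0.989 with median-ratio scaling, 0.931 with quantile normalization, 0.693 to 0.999 when 1 library was left out and 0.741 without the 3 libraries of highest mitochondrial share. Adjusted p was 0.928 for OXPHOS complex III and 0.94 for complex IV with quantile normalization, 0.783 for complex II with the GC and length trend removed, and with fry 0.0279 for mitochondrial fusion and fission and 0.163 for MondoA targets. The log2 fold change of NRF1 was -0.0356 with median-ratio scaling, -0.0276 with quantile normalization, -0.0316 with the GC and length trend removed and -0.0810 to 0.0859 when 1 library was left out. For NFE2L2 it was -0.0160, -0.0477 and -0.0873 with those 3 settings, -0.0181 to 0.0707 when 1 library was left out and -0.0285 without the 3 libraries. For CEACAM1 it was -0.00992, -0.0466 and -0.0347 with the 3 settings, -0.00679 with array weights, -0.17 to 0.29 when 1 library was left out and -0.15 without the 3 libraries. CDX2 was at -0.0552 to 0.44 when 1 library was left out. MEF2C was at -0.16 to 0.14 when 1 library was left out, 0.00529 with the GC and length trend removed and 0.0899 without the 3 libraries.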

Differences from the paper's values

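E2F2 in HTyr differed from the paper's value. The paper's log2 fold change in Supplementary Table S1 is 1.587, and the deposited TPM give 1.351 by limma on log2(TPM + 0.5), on the same log2 scale. The larger SD between replicates is 0.2248. Of the alternatives set before the data were examined, the value lies within that SD of the paper's with a pseudocount of 0.1 (1.56), median-ratio scaling (1.38), quantile normalization (1.4) and without mitochondrially encoded genes (1.41). It also does without control replicate 1 (1.45), control replicate 2 (1.37) or HTyr replicate 1 (1.43). It does not with a pseudocount of 1 (1.16), array weights (1.36), or without control replicate 3 (1.23), HTyr replicate 2 (1.29) or HTyr replicate 3 (1.33). It does not either with no filter on low values, a mean TPM of at least 5, no mean-variance trend, the replicate block or only the groups compared, all at 1.35. The direction is the same in each.

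The paper, citing earlier work, ties a block at the G2/M phase to lower Stathmin and AIM-1. In these libraries STMN1, which encodes stathmin, had a log2 fold change of 0.89 and AURKB, 1 gene known as AIM-1, one of 1.08 in the mean of the 4 treatments (limma), while CRYBG1, the other, was at -0.63. The paper's own table also has STMN1 and AURKB higher, with log2 fold changes of 1.20 and 1.13 for SE. The paper states that a sizeable share of the MYC target genes of its Hallmark set was lower, c-MYC included. In the MYC target list used here, which is not that set, 9 of 62 rose and 53 did not pass both thresholds, with 37 higher and 6 lower at an unadjusted p under 0.05 from limma. MYC itself fell, as the paper states. The paper also finds many of its MYC target genes in other pathways, and 4 of the 62 genes of the list used here are in another of the lists.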

Other observations

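In this part, the removal of the trend with GC content and transcript length was chosen after the data were seen, and the gene lists are those used for the claims. Antioxidant genes under the transcription factor NFE2L2 rose, 12 of 28 measured ones in the mean of the 4 treatments, with 1 lower and 15 not past the thresholds (limma, the same adjusted over the list alone). SOD1, the cytosolic superoxide dismutase, rose by 0.81 (standard error 0.046, adjusted p = 1.19e-08) on the log2 scale, and HMOX1, which degrades heme, by 1.00 (standard error 0.071, adjusted p = 8.12e-08). NFE2L2 itself had a log2 fold change of 0.04 (adjusted p = 0.573), which turns to -0.05 with quantile normalization. OSGIN1, a stress-induced growth inhibitor, fell by 0.66, though not past the fold threshold without control replicate 1 (-0.50). Of 14 heat shock genes, 8 rose and 6 did not pass both thresholds (the same adjusted over the list alone), with the cytosolic chaperones HSPA8 at 1.03 (standard error 0.061, adjusted p = 1.69e-08) and HSP90AA1 at 0.81 (standard error 0.049, adjusted p = 1.85e-08). Of 31 genes of the unfolded protein response and of ATF4, 8 fell, 1 rose and 22 did not pass both thresholds (the same adjusted over the list alone). DDIT3, a transcription factor of this response, fell from 478 ± 46.6 TPM (SD, n = 3) in untreated cells to 41.2 ± 5.05 with SE and by 1.99 in the mean (standard error 0.085, adjusted p = 1.32e-09), and DNAJB9 by 1.36. ALDH1L2, the member that rose (0.61), was short of the threshold without control replicate 1 (0.51), AE replicate 3 (0.57) or SE replicate 2 (0.57), and 2 members rose without control replicate 3, AE replicate 1, TE replicate 1, TE replicate 2 or HTyr replicate 1.

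Of 31 targets of SRF and YAP, which respond to the actin cytoskeleton, 22 fell and 9 did not pass both thresholds (the same adjusted over the list alone), with VCL, a focal adhesion protein, at -1.23 (standard error 0.045, adjusted p = 3.35e-10) and AMOTL2, a YAP regulator, at -1.69 (standard error 0.070, adjusted p = 1.01e-09). Of 22 epithelial junction genes, 4 fell, 1 rose and 17 did not pass both thresholds. The keratins KRT19 and KRT18 fell by 0.88 and 0.79, the tight junction gene OCLN by 0.96, and DSC2, of desmosomes, rose by 0.68. In metabolism, 6 of 25 genes of cholesterol synthesis rose, with FDPS at 0.95 (standard error 0.045, adjusted p = 2.56e-09), and SE raised 12. Without control replicate 1 they were 5 rises and 1 fall, and without control replicate 3 or AE replicate 1, 6 and 1. In glycolysis 4 of 21 rose and 2 fell, among them TPI1 (0.88) and the glucose transporter SLC2A3 (-1.24). With a mean TPM of at least 5, 1 fell. Of 50 DNA repair genes 18 rose and 32 did not pass both thresholds, with FANCI at 1.01 (standard error 0.051, adjusted p = 4.67e-09). Histone genes held 0.134 ± 0.0081% (SD, n = 3) of all TPM in untreated cells and 0.209 ± 0.0137% (SD, n = 12) in treated cells (exact permutation test, two-sided p = 0.0022, the smallest that 3 against 12 allow).

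In mitochondria, 10 of 70 genes of the mitochondrial ribosome rose, with MRPL16 at 0.88 (standard error 0.061, adjusted p = 7.07e-08), and 5 did with quantile normalization. For protein import, 4 of 25 rose and 1 fell, with TIMM13 at 1.05 (standard error 0.097, adjusted p = 9.71e-07), and without control replicate 1, 3 rose and TIMM9, the one that fell, was at -0.57. In the tricarboxylic acid cycle 2 of 17 rose, FH at 0.71 (standard error 0.055, adjusted p = 1.9e-07) and IDH3A at 0.61 (standard error 0.058, adjusted p = 1.37e-06), and without control replicate 1 or 3, 1 did. Of 53 genes of fatty acid oxidation and peroxisomes 13 rose, and 6 with the trend with GC content and transcript length removed, with ACSL5, which activates fatty acids, at 0.91 (standard error 0.049, adjusted p = 7.49e-09). Of 21 regulators of mitochondrial biogenesis, 3 fell (camera adjusted p = 0.0338, and adjusted p = 0.172 with an estimated correlation), and without control replicate 3, 2 fell, TFAM rose and the list's adjusted p was 0.05 (TFAM at 0.62). MEF2D was at -0.92 (standard error 0.057, adjusted p = 2.45e-08). Of 14 genes of fusion and fission, 1 rose, GDAP1, at 1.04 (standard error 0.097, adjusted p = 1.15e-06), and 2 did without control replicate 2, AE replicate 1, SE replicate 1 or HTyr replicate 1. The median of that list was -0.08 and its mean 0.06, and camera gave adjusted p = 0.842.

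The paper measures several proteins by Western blot and discusses others from earlier work without a blot, among them MEF2A, MEF2C and NRF1. These are the transcripts of their genes in the mean of the 4 treatments by limma. Of the respiratory chain, the log2 fold change was 0.32 for NDUFB8 (adjusted p = 1.76e-05), -0.14 for SDHB (adjusted p = 0.0174), -0.28 for UQCRC2 (adjusted p = 0.000816), 0.12 for MT-CO2 (adjusted p = 0.2) and 0.28 for ATP5F1A (adjusted p = 0.000851), all short of the fold threshold. PPARG, a nuclear receptor of lipid metabolism, fell from 37.1 ± 2.60 TPM to 21.4 ± 2.54 with AE, 25.0 ± 1.36 with TE, 20.9 ± 0.919 with SE and 23.7 ± 1.81 with HTyr, by 0.70 on the log2 scale (standard error 0.071, adjusted p = 2.65e-06). FOXJ3 (-0.35), MEF2A (-0.46), MEF2C (-0.03), NRF1 (0.02) and TFAM (0.55) were short of the fold threshold, and so were TOMM20 (-0.12), MFN1 (0.15), MFN2 (-0.04) and MFF (-0.13). PPARGC1A, which encodes PGC-1α, was listed at 0 TPM in 14 of the 15 libraries and at 0.05 TPM in AE replicate 3, below the filter, and was not tested. MEF2C and NRF1 change sign under other scalings or without single libraries.

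Other lists did not pass camera in the mean of the 4 treatments. These were 12 genes of fatty acid synthesis (adjusted p = 0.119), 11 PPARG targets (adjusted p = 0.235), 13 WNT targets (adjusted p = 0.351), 27 interferon genes (adjusted p = 0.267), 4 markers of intestinal differentiation (adjusted p = 0.372) and 6 metallothionein and metal response genes (adjusted p = 0.968). For 31 apoptosis regulators the median was 0.01 and the mean 0.07, camera's direction was down, and the adjusted p was 0.968. For 6 MondoA targets the median was -0.10, the mean 0.29, camera's direction was down, and the adjusted p was 0.774. Among them, BIRC5 rose by 1.06, BIRC3 fell by 1.01, AXIN2 rose by 1.14 and OAS3 rose by 1.33. Of the markers of other cell types, 1 fibroblast and 1 leukocyte gene passed the filter. These are COL1A1 at 6.75 ± 1.09 TPM in untreated cells (log2 fold change -0.24, adjusted p = 0.359) and CD68 at 16.8 ± 0.478 TPM, which fell by 2.03 (adjusted p = 7.52e-08).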
